# Nicotinamide Mononucleotide Administration Prevents Doxorubicin-Induced Cardiotoxicity and Loss in Physical Activity in Mice

**DOI:** 10.3390/cells12010108

**Published:** 2022-12-27

**Authors:** Marielle Margier, Chisaka Kuehnemann, Nicolas Hulo, Jazmin Morales, Prasanna Vadhana Ashok Kumaar, Cecile Cros, Helene Cannelle, Julie Charmetant, Eric Verdin, Matthias Canault, Alessia Grozio

**Keywords:** doxorubicin, nicotinamide mononucleotide, NAD+, cardiotoxicity, physical activity impairment, oxidative stress, p53-mediated pathways, inflammation, mitochondrial functions

## Abstract

Doxorubicin (Doxo) is a widely used antineoplastic drug with limited clinical application due to its deleterious dose-related side effects. We investigated whether nicotinamide mononucleotide (NMN) could protect against Doxo-induced cardiotoxicity and physical dysfunction in vivo. To assess the short- and long-term toxicity, two Doxo regimens were tested, acute and chronic. In the acute study, C57BL6/J (B6) mice were injected intraperitoneally (i.p.) once with Doxo (20 mg/kg) and NMN (180 mg/kg/day, i.p.) was administered daily for five days before and after the Doxo injection. In the chronic study, B6 mice received a cumulative dose of 20 mg/kg Doxo administered in fractionated doses for five days. NMN (500 mg/kg/day) was supplied in the mice’s drinking water beginning five days before the first injection of Doxo and continuing for 60 days after. We found that NMN significantly increased tissue levels of NAD+ and its metabolites and improved survival and bodyweight loss in both experimental models. In addition, NMN protected against Doxo-induced cardiotoxicity and loss of physical function in acute and chronic studies, respectively. In the heart, NMN prevented Doxo-induced transcriptomic changes related to mitochondrial function, apoptosis, oxidative stress, inflammation and p53, and promyelocytic leukemia nuclear body pathways. Overall, our results suggest that NMN could prevent Doxo-induced toxicity in heart and skeletal muscle.

## 1. Introduction

According to the American Cancer Society (ACS) there are more than 18 million cancer survivors existing in the United States as of 2022 and this number is projected to increase to 22.2 million by 2030 [1]. Studies among long-term survivors of childhood cancer suggest that most of the anti-cancer treatments such as chemotherapeutic drugs cause a range of toxic side effects, which can occur even long after treatment, that resemble pathologies associated with aging, including cardiomyopathies, secondary tumors, fatigue and physical and cognitive impairments [2,3,4,5,6].

Doxorubicin (Doxo), an anthracycline antibiotic, is the first-line chemotherapeutic drug used for various hematological malignancies and solid tumors. However, the use of Doxo is limited by its dose-dependent cardiac and muscular toxic effects that lead to cardiac dysfunctions [7], skeletal muscle weakness [8] and severe fatigue [9]. Mechanistically, oxidative stress has been ascribed as one of major contributors to Doxo-induced cellular toxicity which causes mitochondrial dysfunction and DNA damage, ultimately leading to cellular apoptosis/necrosis [10,11,12]. Moreover, it has been shown that Doxo induces cellular senescence with a senescence-associated secretory phenotype (SASP) in no tumor-bearing mice [13].

To date, effective strategies to prevent or treat chemotherapy-induced cardiomyopathy, fatigue and skeletal muscle weakness are missing.

Since many anti-cancer therapies appear to promote a premature aging-like state, interventions that target fundamental aging pathways may ameliorate the late complications in cancer survivors.

Nicotinamide adenine dinucleotide (NAD+) is a pivotal redox cofactor for metabolism and ATP production and a key substrate for NAD+-consuming enzymes, including sirtuins (SIRTs), poly-ADP-ribose polymerases (PARPs), CD38/157 ectoenzymes that are involved in healthspan and longevity regulation [14,15]. Mounting evidence links a compromised NAD+ status to the hallmarks of aging and to the exacerbation of age-associated diseases such as metabolic syndrome, diabetes, neurodegeneration and chronic inflammation [15,16].

In mammals, NAD+ biosynthesis mostly relies on the salvage pathway in which nicotinamide mononucleotide (NMN) is a fundamental intermediate. NMN is synthesized from nicotinamide, a form of vitamin B3 and 5′-phosphoribosyl-1-pyrophosphate (PRPP), by the rate-limiting enzyme, nicotinamide phosphoribosyl transferase (NAMPT). NMN is subsequently converted into NAD+ by NMN adenylyl transferases (NMNATs). Moreover, NAD+ can be also generated through the de novo pathway from tryptophan in specific tissue such as the liver [17].

Aside for the beneficial effects demonstrated in age-associated diseases [18], boosting NAD+ levels by the systemic administration of NMN has shown to protect aged kidney from both ischemia–reperfusion and cisplatin-induced acute kidney injuries [19], cochlear cells from cisplatin-induced ototoxicity [20], aged heart from myocardial ischemia/reperfusion injury [21,22] and to prevent cisplatin-induced cognitive impairments [23] in rodents. Moreover, NMN in combination with troxerutin has been shown to protect cardiac tissue against Doxo treatment by enhancing mitochondrial function [24]. Taken together, these observations suggest that the augmentation of NAD+ levels might prevent the short-term and long-term toxic side effects of chemotherapeutic treatment. Therefore, this study was designed to investigate whether NMN administration protects against Doxo-induced cardiotoxicity and loss of physical activity in vivo and to determine the underlying molecular mechanisms by performing an extensive transcriptomic analysis in tissue.

## 2. Materials and Methods

### 2.1. Animal Experiments

Two different Doxo regimes, acute and chronic, have been implemented to assess the cardiotoxicity and skeletal muscles functionality.

Animal experiments were approved by the Animal Care and Ethic Committee of the CREFRE (Centre régional d’exploration fonctionnelle et de ressources expérimentales)/Inserm US 006 and the Institutional Animal Care and Use Committee (IACUC) of the Buck Institute (Novato, CA, USA). For the acute toxicity study, male C57BL6/J (B6) mice were purchased from Janvier SAS (St Berthevien, France) at 9 weeks of age and acclimated for at least five days before any drug administration. Standard chow diet (SAFE^®^ 150, Augy, France; 18% protein rodent diet) and tap water were provided ad libitum. Animals were housed (4–6 mice/cage) on a 12 h light-dark cycle at 22 ± 2 °C and 55 ± 10% relative humidity. For the chronic toxicity study, male B6 mice were purchased from Jackson Laboratories (Bar Harbor, ME) at 12 weeks of age (RRID: IMSR_JAX:000664) and acclimated for at least two weeks before any treatment. Standard chow diet (Teklad global, 18% protein rodent diet, 2918) was provided ad libitum and mice were housed (4 mice/cage) on a 12 h light-dark cycle at 22 ± 2 °C and 55 ± 10% relative humidity.

### 2.2. Doxorubicin and NMN Administration

For the acute toxicity study, Doxo was administered by a single intraperitoneal (i.p.) injection at 20 mg/kg body weight (BW) (Abcam, Cambridge, UK, Product# ab120629) [25]. Briefly, Doxo was prepared at 2 mg/mL in saline (NaCl 0.9%) (Fisher Scientific, Pittsburgh, PA, USA, Product# 10356340) and the volume of administration was 10 mL/kg. Control mice received the same saline volume by i.p. injections. Treatment with NMN (Seneque^®^, St. Priest, France) was administered by i.p. injection at 180 mg/kg/day (mouse body weight) and was initiated 5 days before Doxo injection and for an additional 5 days. The day of Doxo administration, NMN treatment was injected 30 min before Doxo. The NMN powder was dissolved in saline (vehicle) and extemporaneously prepared. Doxo-treated mice were injected either with vehicle (Doxo) or NMN (Doxo-NMN) whereas control mice (Ctrl) received vehicle only for the entire duration of the study. Thirty-nine mice for Ctrl, 71 mice for Doxo and 46 mice for Doxo-NMN were enrolled in the acute toxicity study. Three cohorts were generated as follows: Cohort-1: Ctrl mice (n = 17), Doxo mice (n = 23) and Doxo-NMN mice (n = 16); Cohort-2: Ctrl mice (n = 12), Doxo mice (n = 24) and Doxo-NMN mice (n = 16); Cohort-3: Ctrl mice (n = 10), Doxo mice (n = 24) and Doxo-NMN mice (n = 14).

Survival rate was assessed throughout the experimental phase and the body weights were recorded on the day of Doxo administration (D0) and 5 days later (D5) on all three cohorts. Blood was collected in EDTA containing tubes through the retro-orbital sinus 5 days after Doxo administration (D5) (2 h after the last NMN injection). LC-MS analysis of NMN, NAD+ was performed on blood from cohort-2 and related metabolites on blood from cohort-1. Dosage of lactate dehydrogenase (LDH) was performed on plasma from all the three cohorts and troponin-I on plasma from cohort-1 and 2. Cardiac function was assessed by echocardiography at D5 on all the three cohorts. Finally, all cohorts were euthanized at D5 and tibia were collected and measured and hearts were collected 2 h after the last injection of NMN. NMN, NAD+ and related metabolites dosages were performed on hearts of cohort-2. RNA-seq analysis was performed on 13–14 hearts for each group of cohort-1.

For the chronic toxicity study, Doxo was administered as previously described [26]. Briefly, male B6 mice at 14–16 weeks of age were injected i.p. with 4 mg/kg BW/day of Doxo (Tocris Bioscience, Product# 2252) five times for a cumulative dose of 20 mg/kg within two weeks (three times, every other day in the first week and two times, every other day in the second week). Endotoxin-free PBS (EMD Millipore, Product# TMS-012-A) was used as the diluent. Control mice received the same volume of endotoxin-free PBS by i.p. injections. Water consumption was measured for one week prior to the beginning of NMN administration. NMN (Seneque^®^, St. Priest, France) was then administered in drinking water ad libitum at 500 mg/kg BW/day, based on the previously measured water consumption and BW. The administration started five days prior to the first Doxo injection and continued for an additional 60 days. BW and water intake were monitored twice per week, at the same time each week and NMN concentration in drinking water was adjusted to account for water intake and BW change. The NMN solution was prepared weekly in small batches by dissolving NMN into autoclaved drinking water and filtered sterile. Water bottles containing NMN were changed twice weekly for the entire study. Doxo-treated mice either received regular drinking water (Doxo) or 500 mg/kg/day NMN in drinking water (Doxo-NMN), whereas control mice (Ctrl) received regular drinking water for the entire duration of the study. Twenty-four mice for Ctrl, 28 mice for Doxo and 28 mice for Doxo-NMN were used in this study. Three cohorts were generated as follows: Cohort-1: Ctrl mice (n = 8), Doxo mice (n = 8) and Doxo-NMN (n = 8); Cohort-2: Ctrl mice (n = 8), Doxo mice (n = 8) and Doxo-NMN (n = 8); Cohort-3: Ctrl mice (n = 8), Doxo mice (n = 12) and Doxo-NMN (n = 12). All cohorts were euthanized after 60 days from the first Doxo injection and tissue were collected.

BW measurement, survival rate and the measurement of cytokines and chemokines in plasma were assessed for all three cohorts. Echocardiographic parameters were measured on cohort-1 and cohort-2, body composition was assessed on cohort-2 and cohort-3. Exercise capacity by treadmill was performed on cohort-2 and rotarod analysis on cohort-3. LC-MS analysis of NAD+ and NAD-related metabolites was performed on blood and hearts of cohort-1 and 2 and gastrocnemius muscles of cohort-3. RNA-seq analysis was performed on 5 or 6 hearts for each group of cohort-3. The determination of 4-HNE protein adducts and the expression of senescence markers was performed on gastrocnemius muscle of cohort-1 and -2 and of cohort-1, -2 and -3, respectively.

### 2.3. Body Composition

Measurements of fat and lean mass were acquired in live mice using the InAlyzer Dual Energy X-ray Absorption (DEXA) body composition analyzer (Medicors) at 50 days after the first Doxo injection.

### 2.4. Transthoracic Echocardiography

Echocardiographic analysis of mice in the acute toxicity study was performed at Cardiomedex laboratory (Escalquens, France). Animals were placed on a heating pad (37 °C) and were anesthetized under isoflurane (1.5–2%). Echocardiography was performed using a high-frequency 16-MHz linear transducer (VF16-5 probe, Siemens Healthineers) connected to an ultrasound system (Acuson NX3 Elite, Siemens Healthineers). For the chronic toxicity study, two-dimensional (2D) transthoracic echocardiographic analysis was performed at 53 days after the first Doxo injection by the mouse phenotyping core at Buck institute using a high frequency (20–46 MHz) Visualsonics Vevo 3100 micro-ultrasound system with the echocardiography MX-400 probe, (Visualsonics). Individual mice were placed on a heating pad (37 °C) and minor sedation (1.5–2% isoflurane oxygen) was used to anesthetize the animal during the procedure.

Data acquisition was performed 2D-, M- and Doppler modes, from parasternal long- and short axis, as well as apical 4 chamber views. Left ventricle volumes, diameters and wall thicknesses were measured using Compacs software (Siemens) or VevoLab software (Visualsonics). The LV ejection fraction (EF) and fractional shortening (FS) were calculated with the following formulas:

EF% = [end-diastolic volume (EDV) − end-systolic volume]/EDV × 100;

FS% = [left ventricle internal diameter in diastole (LVIDd) − left ventricle internal diameter in systole]/LVIDd × 100.

### 2.5. Treadmill Exhaustion Test

For the chronic toxicity study, the exercise capacity was assessed by using a motorized treadmill (PanLab, Harvard Lab Apparatus) at 45 days after the first Doxo injection. The mice received training twice in the week leading up to the test. On the test day, mice ran on the treadmill at an initial speed of 16.67 m/min at a fixed slope of 10% for 5 min, after which the speed was increased by 3.33 m/min every subsequent 2 min until the mice were exhausted. Mice were considered to be exhausted if they remained in the fatigue zone for 5 continuous seconds despite mechanical prodding, at which point, they were promptly removed from the treadmill and running time and distance recorded. Work and power were calculated as previously described [27]. Work (J) = body mass (kg) × gravity (9.81 m/s^2^) × vertical speed (m/s × angle) × time (s). Power (W) = work (J)/time (s).

### 2.6. Rotarod Test

For the chronic toxicity study, motor coordination and endurance were assessed by measuring latency to fall off from an accelerating rotarod device (Ugo Basile, model 47600) at 45 days after the first Doxo injection. Mice were trained twice in the week leading up to the test. On the first day of training, the mice were placed on the rotarod for 5 min at a constant speed of 5 RPM, repeating for three trials. For the second training and test day, speed was gradually ramped up from 5 RPM to 30 RPM over the course of 240 s and the maximal latency set at 360 s per trial. Mice that were still able to maintain their balance after 360 s were removed from the rotarod and returned to their cages. The time to latency averaged across three trials performed consecutively.

### 2.7. Liquid Chromatography Mass Spectrometry (LC-MS) Analysis (NAD+ Metabolome)

For the acute toxicity study, NAD+ and related metabolites were extracted from blood and pre-weighed hearts by different methods. To measure the levels of NAD+ and NMN, the sample preparation procedure was performed as previously described [28]. To measure the levels of nicotinic acid adenine dinucleotide (NAAD), nicotinamide (NAM), 1-methylnicotinamide (n-MetNAM) and methyl-2-pyridone-5-carboxamide (Me2Py), blood sample preparation procedure was performed as previously described [29], and heart sample preparation was performed as the chronic toxicity study (see the next paragraph). All metabolomic data was accomplished using a XEVO TQD mass spectrometer coupled to an Acquity UPLC H-Class plus system (Waters). NAD+ and NMN were separated using a Acquity HSS T3 C18 column (2.2 × 150 mm × 1.8 μm) kept at a constant temperature (30 °C). Mobile phase A consisted of 0.01% Difluoroacetic Acid (DFA) and mobile phase B was 100% acetonitrile. The following linear gradient was run for 11 min at a flow rate of 0.45 mL/min: 0–1 min 100% A, 2.5 min 97.5% A, 7 min 5% A, 8.1 min 100% B. Standards were prepared in perchloric acid and samples were kept at 5 °C in the autosampler tray prior to injection. Source parameters were set as follows: capillary 2000 V, source temperature 500 °C, cone source voltage 10 V, cone source gas flow 50 L/h, desolvation gas flow 1000 L/h. Data acquisition was optimized in positive ion mode using multiple reaction monitoring (MRM). Transitions monitored were as follows: NAD+ 332.76–136.01 (cone voltage = 20 V, collision energy = 58 V) and NMN 335.03–96.96 (cone voltage = 24 V, collision energy = 26 V). NAAD, NAM, n-MetNAM and Me2Py were separated using an Atlantis Hilic Silica column (4.6 × 100 mm × 3 µm), kept at a constant temperature (25 °C). Mobile phase A consisted of 5 mM ammonium formate, 0.1% formic acid in water/acetonitrile (20/80) and mobile phase B was 5 mM ammonium formate, 0.1% formic acid in water/acetonitrile (50/50). The following isocratic gradient was run for 32 min at a flow rate of 1 mL/min: 0–1 min 100% A, 1.01–2.7 min 100% B and 2.71–32 min 100% A. Standards were prepared in the mobile phase A and samples were kept at 5 °C in the autosampler tray prior to injection. The source parameters were set as follows: capillary 3000 V, source temperature 250 °C, cone source voltage 20 V, cone source gas flow 32 L/h, desolvation gas flow 1000 L/h and. Data acquisition was optimized in positive mode using MRM. Transitions monitored were as follows: NAAD 665.07–136.06 (cone voltage = 32 V, collision energy = 58 V), NAM 122.96–53 (cone voltage = 40 V, collision energy = 58 V), n-MetNAM 136.98–78.05 (cone voltage = 42 V, collision energy = 24 V) and Me2Py 153.0–77.99 (cone voltage = 50 V, collision energy = 28 V). MassLynx software was used for mass spectrometry data acquisition and TargetLynx software was used for analysis (Waters). Relative levels for the metabolites were determined using area response of the targeted metabolites. Quantification was done based on a calibration curve with commercial metabolite standards.

For the chronic toxicity study, NAD+ and related metabolites were extracted from frozen pre-weighed tissues collected at day 60 after the first Doxo injection with 80% methanol containing internal standard mix (13C NAD+ and 13C NAM, Cambridge Isotope Laboratories). Briefly, frozen tissue was homogenized in a bullet blender (Next Advance bead homogenizer) in 80% methanol for 2 cycles of 2 min. Following complete homogenization, samples were vortexed for 10 sec and incubated for 30 min on ice. Upon centrifugation at 18,000 rcf for 10 min, the supernatant was dried in a speed vacuum. The final dried pellet was resuspended in starting buffer conditions for subsequent LC-MS analysis. For analysis of metabolites from whole blood, 0.5 mL methanol was added to 100 µL frozen whole blood collected by cardiac puncture at day 60 after the first Doxo injection and intermittently vortexed to allow simultaneous thawing and extraction. After 15 min, the samples were centrifuged and processed in the same way as the tissues. Targeted, LC-MS-based metabolomics for the measurement of NAD+ metabolites was performed as previously described [30]. Metabolomics data acquisition was accomplished using a Q Exactive Mass Spectrometer coupled to a Vanquish LC system (Thermo Scientific). Separation of NAD+ and related metabolites was achieved using a Hypercarb column (5 mm, 100 × 2.1 mm column, Thermo Scientific) operating at 60 °C. Mobile phase A consisted of 7.5 mM ammonium acetate with 0.05% (*v*/*v*) ammonium hydroxide and solvent B was 0.05% (*v*/*v*) ammonium hydroxide in acetonitrile. The following linear gradient was run for 12 min at a flow rate of 0.250 mL/min: 0–1 min 5% B, 6 min 60% B, 6.1–7.5 min 90% B, 7.6–12 min 5% B. The source parameters in Q Exactive MS optimized by direct infusion of NAD+ metabolites were as follows: sheath gas flow rate 45, aux gas flow rate 2, spray voltage 3.75 kV, capillary temperature 320 °C, S-lens RF level 55 and probe temperature 120 °C. Data acquisition was optimized in positive mode FullMS1-ddMS2 (Top4) and coupled targeted single and parallel ion monitoring (tSIM-PRM) within a scan range of 50–750 *m*/*z*. Metabolite identification was confirmed with MS1/MS2 spectra match and retention time match with standards run in parallel. Characteristic fragments of NAD+ and related metabolites were confirmed with online metabolome databases such as Metlin and Massbank. Normalized area under the curve (AUC) for each metabolite was derived from MS1 extracted ion chromatograms. Data analysis was performed using Freestyle and Excalibur Quan Browser. Relative levels for the metabolites were determined using area response ratios of the targeted metabolites and the corresponding heavy labeled internal standard. Absolute quantification was done based on a 10-point calibration curve with commercial metabolite standards.

### 2.8. Troponin-1, Lactate Dehydrogenase, 4-Hydroxynonenal and Cytokines and Chemokines Analysis

The levels of troponin-I and lactate dehydrogenase (LDH) were measured in plasma using a troponin-I ELISA kit (Mybiosource, Product# MBS280167) and a LDH colorimetric kit (Horiba Medical, Product# A11A01824), respectively, according to the manufacturer’s protocol.

The levels of 4-HNE (4-Hydroxynonenal) protein adducts in gastrocnemius muscle lysates were measured using a 4-HNE ELISA kit (Abcam, Product# ab238538) according to the manufacturer’s protocols. 4-HNE quantification was normalized to proteins content in homogenates using the Pierce BCA protein assay kit (Thermo Fisher Scientific, Product# 23227).

Plasma was collected by tail bleeding in EDTA-treated tubes at 59 days after the first Doxo injection from each group in the chronic study and 18 different cytokines and chemokines were quantified simultaneously using the Mouse High Sensitivity T Cell Discovery Array 18-plex (MDHSTC18) from Eve Technologies Corp (Calgary, Canada).

### 2.9. RNA-seq Analysis in Heart Tissue

The frozen heart samples from the acute and chronic toxicity studies were submitted to Genewiz (Leipzig, Germany) or Azenta (former Genewiz, South Plainfield, NJ, USA), respectively. Sequencing was performed on an Illumina NovaSeq™ 6000 platform after total RNA extraction, poly(A) selection and library generation. Approximately 30 million single-end reads of 150 bp per sample were obtained and the quality of reads was checked with the fastqc tool. Sequences were mapped against the Mouse Reference Genome (assembly Mm10, UCSC, December 2011) with the STAR program (version 2.7.0) [31] and count tables containing the number of mapped reads per gene were produced with featureCounts (version 2.0.0). Count tables were then imported into R to do the differential expression analysis with edgeR (version 3.32.1) [31]. Library sizes were adjusted with a scaling factor calculated using a trimmed mean of M-values (TMM) between each pair of samples. The common dispersion and tagwise dispersions were estimated with the estimateDisp function. After negative binomial glm fitting the quasi-likelihood (QL) F-test was applied for the testing procedure. The order differentially expressed gene lists obtained with this procedure were then used to do gene set enrichment analysis (GSEA) on various pathway databases with clusterProfiler functions (version 3.18.1) [32]. Genes of interest were visualized with heatmap either generated with ggplot2 (version 3.3.5) or with ComplexHeatmap (version 2.6.2) when genes and samples were clustered. Pathways significantly enriched (q value < 0.02) were visualized with ggplot2 scripts. Redundant pathways and pathways irrelevant for a given tissue were removed.

### 2.10. Quantitative RT-PCR (RT-qPCR)

Total RNA was extracted using PureLink™ RNA Mini Kit (Thermo Fisher scientific, Product# 12183025), then reverse transcribed using High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher scientific, Product# 4368814). RT-qPCR reactions were performed using SensiFAST™ Probe No-ROX Kit (Thomas Scientific, Product# C755H92). The amounts of mRNA were normalized relative to Beta -actin mRNA (Thermo Fisher scientific, Product# 4352341E). Specific primer sequences used for RT-qPCR are p16^INK4a^ (p16) (Forward 5′-AACTCTTTCGGTCGTACCCC-3; Reverse 5′-TCCTCGCAGTTCGAATCTG-3′) and for p21^CIP1^(p21) (Forward 5′-TTGCCAGCAGAATAAAAGGTG-3′; Reverse 5′-TTTGCTCCTGTGCGGAAC-3′).

### 2.11. Statistical Analysis

All values are presented as mean values ± standard error of the mean. Outlier identification and statistical analyses were performed using GraphPad Prism software, version 9.3.0 (GraphPad Software Inc., San Diego, CA, USA). Differences between more than two groups of unpaired data were tested by parametric one-way ANOVA followed by Tukey’s post hoc test or nonparametric Kruskal–Wallis test followed by Dunnett’s post hoc test. Differences between two groups were assessed using parametric unpaired, two-tailed t test. The Mantel–Cox log rank test was performed to compare the survival of the different groups. Values of *p* < 0.05 were considered significant. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

## 3. Results

### 3.1. NMN Improves Survival, Body Weight Loss and Cardiac Function Decline Induced by the Acute Doxo Treatment in Mice

To investigate whether NMN treatment could reduce the Doxo-induced cardiotoxicity, male C57BL/6 mice were administered NMN (180 mg/kg/day, i.p.) or saline once daily, 5 days prior Doxo injection (20 mg/kg, i.p.) and maintained for an additional 5 days (Figure 1A). Survival rate was assessed throughout the experimental phase. At D5, all the mice in the Ctrl group survived. Doxo-treatment resulted in a significant decrease in mouse survival (48%). Administration of NMN (Doxo-NMN group) prevented Doxo-induced death and significantly improved survival at D5 post-Doxo injection up to 80% (Figure 1B). Accordingly, a significant reduction in body weight was noticed at D5 in Doxo mice compared to the Ctrl group (−0.0 ± 0.1 g (Ctrl) vs. −5.0 ± 0.2 g (Doxo) *p* < 0.0001). NMN treatment significantly minimized the Doxo-induced body weight loss but did not fully prevent it (−2.7 ± 0.3 g (Doxo-NMN), *p* < 0.001 Doxo vs. Doxo-NMN and *p* < 0.0001 Ctrl vs. Doxo-NMN) (Figure 1C). Cardiac function was then evaluated at D5 through echocardiography and plasma LDH and troponin-I level assessments. As compared to the Ctrl mice, Doxo injection resulted in a major drop in heart rate (HR), ejection fraction (EF) and fractional shortening (FS) (HR: 558.0 ± 7.0 bpm (Ctrl) vs. 352.8 ± 15.7 bpm (Doxo), *p* < 0.0001; EF: 68.0 ± 0.4% (Ctrl) vs. 39.6 ± 0.8% (Doxo), *p* < 0.0001; FS: 43.5 ± 0.2% (Ctrl) vs. 33.2 ± 0.4% (Doxo), *p* < 0.0001) (Figure 1D), indicating an important alteration of the cardiac function. Treatment with NMN has significantly attenuated these deleterious effects although did not completely prevent them (HR: 426.6 ± 11.2 bpm (Doxo-NMN), *p* < 0.05 Doxo vs. Doxo-NMN and *p* < 0.0001 Ctrl vs. Doxo-NMN; EF: 57.5 ± 0.5% (Doxo-NMN), *p* < 0.0001 Doxo vs. Doxo-NMN and *p* < 0.0001 Ctrl vs. Doxo-NMN; FS: 38.6 ± 0.3% (Doxo-NMN), *p* < 0.0001 Doxo vs. Doxo-NMN and *p* < 0.0001 Ctrl vs. Doxo-NMN). These results reflect a protective effect of NMN treatment on Doxo-induced alterations in cardiac contractility. Accordingly, Doxo injection resulted in 3- and 5-fold increases in LDH and troponin-I releases, respectively when compared to the Ctrl group (*p* < 0.0001 for both LDH and troponin-I). NMN Treatment significantly attenuated the Doxo-induced plasma LDH and troponin-I level decreases (35% and 34% reduction, respectively) (LDH: 2031.6 ± 241.8 U/L (Doxo) vs. 1321.0 ± 102.0 U/L (Doxo-NMN), *p* < 0.001 and troponin-I: 560.0 ± 101.5 pg/mL (Doxo) vs. 369.6 ± 40.8 pg/mL (Doxo-NMN), *p* < 0.05), but they remained significantly higher than those measured in Ctrl mice (LDH: 705.9 ± 70.5 U/L (Ctrl), *p* < 0.05 and troponin-I: 112.5 ± 14.7 pg/mL (Ctrl), *p* < 0.01) (Figure 1E). These results demonstrate the cardioprotective effect of NMN during treatment with Doxo.

### 3.2. NMN Affects the NAD+ Metabolome in Mice Receiving Acute Doxo Treatment

To evaluate the in vivo impact of Doxo and NMN treatments on NAD+ metabolome, LC-MS analyses were performed on whole blood and heart tissues collected from Ctrl, Doxo and Doxo-NMN mice at D5 (Figure 1F,G). Among the different NAD+ metabolites evaluated, blood levels of NAD+ and NMN are significantly reduced after Doxo treatment compared with the Ctrl group (NAD+: −19%, *p* < 0.01 and NMN: −47%, *p* < 0.0001) (Figure 1F). Treatment with NMN did not prevent these decreases, but induced important increases in circulating levels of NAM, n-MetNAM and Me2Py compared to both Ctrl and Doxo groups (Doxo-NMN vs. Ctrl: 6-fold increase NAM (*p* < 0.0001), 11-fold increase n-MetNAM (*p* < 0.0001) and 12-fold increase Me2Py (*p* < 0.0001); Doxo-NMN vs. Doxo: 8-fold increase NAM (*p* < 0.0001), 7-fold increase n-MetNAM (*p* < 0.001) and 6-fold increase Me2Py (*p* < 0.01)) (Figure 1F). In the heart, Doxo did not induce any significant changes in the tissue levels of NAD+ and its metabolites compared to those measured in hearts from the Ctrl group. However, trends towards diminished levels of NAD+, NMN and NAAD were noticed (Figure 1G). While NMN treatment had no impact on NMN and NAM contents in Doxo-treated hearts, it significantly increased the NAD+, NAAD, n-MetNAM and Me2Py levels compared to the Ctrl and Doxo groups (NAD+: 1.2-fold increase (*p* < 0.05 vs. Ctrl) and 1.5-fold increase (*p* < 0.0001 vs. Doxo); NAAD: 1.3-fold increase (*p* < 0.05 vs. Ctrl) and 1.9-fold increase (*p* < 0.0001 vs. Doxo); n-MetNAM: 12-fold increase (*p* < 0.001 vs. Ctrl) and 12-fold increase (*p* < 0.0001 vs. Doxo) and Me2Py: 14-fold increase (*p* < 0.0001 vs. Ctrl) and 10-fold increase (*p* < 0.0001 vs. Doxo)) (Figure 1G). These data show that acute treatment with Doxo significantly alters the NAD+ metabolome at the circulating level and to a lesser extent in the heart tissue. Additionally, we found that NMN administered by i.p. injection is bioavailable and metabolized in the heart tissues.

### 3.3. Treatment with NMN Reduces the Expression of Genes Associated with Mitochondrial Damages, Oxidative Stress, Inflammation, and Apoptosis Induced by the Acute Doxo Treatment

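Hearts of male mice of the acute study were sequenced in 3 groups. The Ctrl group had 14 mice given vehicle, the Doxo group 13 mice given 1 injection of 20 mg/kg Doxo, and the Doxo-NMN group 13 mice given the same injection and 180 mg/kg/day NMN by i.p. injection, started 5 days before Doxo. Hearts were taken on day 5 after Doxo. The authors selected poly(A) RNA, mapped the reads to the mouse genome (mm10) with STAR and counted them per gene with featureCounts. The deposited values are these counts, whole numbers without normalization, for 25416 genes, of which 3617 had no count in any heart. Total counts ranged from 32409622 to 43907454 in Ctrl hearts (median 40125570), from 34707890 to 48122748 in Doxo hearts (median 38322193) and from 35146539 to 52102850 in Doxo-NMN hearts (median 42920324). The paper states approximately 30 M reads per sample, and the median total over the 40 hearts is 39.7 M counts; the values reported here use the counts as deposited. Of the counts from 1 to 20 in a heart, a median of 73.6% were even numbers. At these totals, 3 counts, taken as the smallest detectable value, amount to between 0.0576 and 0.0926 CPM relative to a heart's total counts before normalization, which covers counting error only. For genes, CPM gives the counts relative to the library total after normalization.
Genes with too few counts were removed with edgeR's filterByExpr, which left 14240 genes. All 3 groups were fitted together with edgeR's quasi-likelihood test after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method over the tested genes. A gene was called differentially expressed at an adjusted p-value under 0.05 and a fold change of at least 1.5. The low-count filter is a choice that the paper's text does not name. Hearts of one group differed by more than the sampling noise, with a lowest chi-square per gene of 10.4 between any pair, so each heart was counted as 1 replicate. The library labelled Doxo replicate 6 lay at −0.00953 on a scale on which the Ctrl group is 0 and the Doxo group is 1, within the range of the Ctrl hearts (−0.0380 to 0.0609), while the other 12 Doxo hearts lay between 0.369 and 1.47. It was kept in the Doxo group. Atrial marker genes also separated the hearts of each group. With a limit of 100 CPM of *Myl4*, 17 hearts had high and 23 had low atrial marker counts (mean sums of 2690 and 64.3 CPM). The high hearts were 8 of the 14 Ctrl, 5 of the 13 Doxo and 4 of the 13 Doxo-NMN hearts (Fisher's exact test, two-sided, p = 0.376). This split did not follow the treatment detectably, although the share of high hearts was largest in Ctrl. Comparisons were therefore repeated within the low and within the high hearts, a step added after the data were examined.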

To decipher the molecular mechanisms involved in Doxo cardiotoxicity and those supporting the observed protective effects of NMN treatment, we performed RNA-seq analysis on heart tissues collected 5 days after Doxo administration, in Ctrl, Doxo and Doxo-NMN groups (Figure 2). 

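Of the 14240 tested genes, 4289 were called in Doxo vs. Ctrl, 2090 higher and 2199 lower, and 10059 had an unadjusted p under 0.05. With NMN, that is in Doxo-NMN vs. Doxo, 2428 genes were called, 1164 higher and 1264 lower, and 8301 had an unadjusted p under 0.05. The balance between the directions depended on the setting, with 1603 higher and 1256 lower in limma's voom with sample weights and 1321 higher and 1133 lower with the replicate number as a block. Within the hearts with low atrial marker counts the numbers were 4282 and 2319, and within the high hearts 4208 and 2374. Of the alternatives tried, leaving out the fold change cutoff moved the numbers most, to 9694 and 7554 genes.
Among the genes with the smallest adjusted p in Doxo vs. Ctrl was *Adam22* (ENSMUSG00000040537; GRCm38 chromosome 5, 8072352 to 8368160, minus strand), with 14.5 ± 1.7 CPM (SD, n = 14) in Ctrl, 43.3 ± 12.6 CPM (n = 13) in Doxo and 24.8 ± 4.04 CPM (n = 13) in Doxo-NMN hearts. *Adam22* had a log2 fold change of 1.58 in Doxo vs. Ctrl (standard error 0.115, adjusted p = 1.11e-12) and −0.80 in Doxo-NMN vs. Doxo (standard error 0.116, adjusted p = 1.65e-06). The non-coding host gene of miR-22, *Mir22hg* (chromosome 11, 75461539 to 75466676, plus strand), rose from 13.2 ± 1.97 to 102 ± 48.0 CPM (log2 fold change 2.95, adjusted p = 1.11e-12) and stood at 24.8 ± 8.16 CPM with NMN. Of the genes that fell, *Pcyox1* (chromosome 6, 86386006 to 86397154, minus strand) went from 94.8 ± 4.16 to 58.9 ± 10.2 CPM (log2 fold change −0.69, adjusted p = 2.46e-11) and was at 80.0 ± 6.18 CPM in Doxo-NMN hearts. *Alas2* (chromosome X, 150547375 to 150570638, plus strand), a gene of red blood cell precursors, fell from 40.0 ± 28.5 to 1.09 ± 2.29 CPM and stood at 0.274 ± 0.104 CPM in Doxo-NMN hearts. The Doxo mean rests on replicate 6, at 8.67 CPM; without it the mean was 0.461 ± 0.270 CPM (n = 12) and the log2 difference with NMN −0.47 (permutation test, two-sided, p = 0.0719), within the spread between hearts. With NMN, *Palmd* (chromosome 3, 116918258 to 116968987, minus strand) fell the most clearly (log2 fold change −0.93, standard error 0.0824, adjusted p = 5.78e-10), from 99.9 ± 20.3 to 52.4 ± 4.95 CPM. Of the genes that rose with NMN, *Nadsyn1* (chromosome 7, 143795584 to 143822849, minus strand), which encodes an NAD+ synthetase, had a log2 fold change of 0.67 (standard error 0.0847, adjusted p = 3.78e-07).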

Pairwise comparison between Doxo vs. Ctrl mice and Doxo-NMN vs. Doxo mice identified 3874 and 2207 differentially expressed genes (adjusted *p*-value < 0.05 and FC cutoff of 1.5), respectively. Interestingly, among the genes dysregulated by Doxo injection, NMN treatment maintained the expression levels of 1628 genes comparable to those observed in hearts of Ctrl mice, i.e., 42% of the Doxo modulated genes. 

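Of the 4289 genes called in Doxo vs. Ctrl, 2105 (49.1%) were also called in the opposite direction in Doxo-NMN vs. Doxo, 1078 of them raised and 1027 lowered by Doxo. A second reading of the same wording asks which Doxo genes were not called in Doxo-NMN vs. Ctrl, and 3413 (79.6%) met it. Both conditions together held for 1779 genes (41.5%). Another 326 genes were called the opposite way with NMN but still differed from Ctrl, and 1634 were neither called with NMN nor different from Ctrl. Over all 4289 genes, 4145 (96.6%) had the opposite sign in Doxo-NMN vs. Doxo, and the median share of the Doxo change removed was 63.7%. Hearts came from mice alive on day 5, and the paper reports lower survival in the Doxo than in the Doxo-NMN group. The sequenced groups may therefore be differently selected by death, and no group was given NMN alone. The comparisons share the same Doxo hearts, so a chance deviation of that group enters them with opposite signs. Doxo-NMN and Ctrl hearts differed in 1012 genes, 472 higher and 540 lower. Within the hearts with low atrial marker counts 1900 genes were reversed, and 2037 within the high hearts. *Ddx3x* (chromosome X, 13280970 to 13294052, plus strand), whose reads the authors' counting could share with its Y-linked paralog, is an example of complete reversal, with 195 ± 8.56 CPM in Ctrl, 350 ± 69.5 CPM in Doxo and 196 ± 16.3 CPM in Doxo-NMN hearts. Its log2 fold change in Doxo-NMN vs. Ctrl was 0.01 (adjusted p = 0.946).

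**Figure D1:**
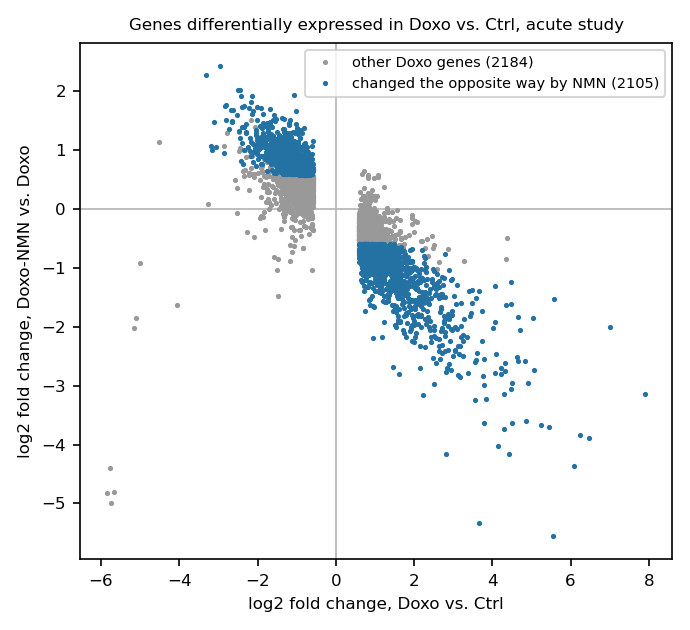
Each point is 1 of the 4289 genes called in Doxo vs. Ctrl, with its log2 fold change in that comparison on the x axis and in Doxo-NMN vs. Doxo on the y axis. The 2105 genes called in the opposite direction with NMN are in blue, and red blood cell genes such as *Alas2* lie at the lower left.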

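Gene sets were tested here with the mouse Reactome collection that the fgsea package carries; Hallmark sets were not used here. Genes were ranked by the signed square root of the F statistic of Doxo vs. Ctrl, and 691 sets of 15 to 500 tested genes were scored at a q-value under 0.02. In this comparison 141 sets passed, 113 higher and 28 lower in Doxo hearts. The sets with the smallest q on the higher side belonged to protein synthesis, with Cap-dependent Translation Initiation (122 genes) at a normalized enrichment score (NES) of 3.26 (q = 3.84e-09). On the lower side they included Extracellular matrix organization (204 genes, NES −2.12, q = 3.79e-08) and Mitochondrial translation (86 genes, NES −2.53, q = 6.16e-08). These q-values treat genes as the replicates. The alternative that moved the number most was limma's camera test, which allows for correlation between the genes of a set: no set (0 of 691) passed it. With the group labels exchanged between hearts of the same replicate number, 15 of 50 splits gave at least as many sets, the actual grouping included.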

Canonical pathways enrichment (Hallmark pathways from MSigDB collections) yielded eight significantly up-regulated and three significantly down-regulated pathways in hearts of the Doxo group compared to the Ctrl group (Figure 2A). Interestingly, amongst these pathways, seven were down-regulated and one up-regulated significantly in the presence of NMN treatment. 

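Of the 113 Reactome sets that were higher in Doxo hearts, 103 were lower in Doxo-NMN vs. Doxo at the same q-value limit, and of the 28 that were lower, 7 were higher with NMN. No set (0) was moved further in the same direction. Both comparisons share the Doxo hearts, which by itself favours opposite directions, and this overlap was not tested against other groupings. Altogether 122 sets passed in Doxo-NMN vs. Doxo, 112 lower and 10 higher. Ranking by log2 fold change instead gave 80 sets, 68 lower and 12 higher, and 20 of 50 exchanges of group labels gave at least 122.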

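Some Reactome sets of apoptosis and the DNA damage response were lower in Doxo-NMN vs. Doxo. Regulation of Apoptosis (49 genes) had an NES of −2.65 (q = 8.12e-09), p53-Independent DNA Damage Response (51 genes) one of −2.60 (q = 1.24e-08), and Programmed Cell Death (137 genes) one of −1.92 (q = 1.09e-04). These sets overlap, since many of their members encode proteasome subunits, whose mean log2 expression fell by 0.30 with NMN (permutation test, two-sided, p = 0.00105; 13 hearts against 13). Cytosolic ribosomal protein genes, which belong to the translation sets and are targets of Myc, fell by 0.23 (p = 0.00787, same test). The mTOR signalling set (27 genes) did not pass (NES −1.03, q = 0.713), nor did Intrinsic Pathway for Apoptosis (31 genes, NES −0.68, q = 1) and Detoxification of Reactive Oxygen Species (24 genes, NES −0.69, q = 1). For TNFα signaling the closest set was Interleukin-1 signaling (40 genes), with an NES of −1.78 and a q of 0.0257, above the limit.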

Specifically, NMN administration significantly down-regulated genes involved in pathways of metabolism, cell proliferation, apoptosis (MTORC1 signaling; P53 pathway, Myc targets v1), cellular stress response (unfolded protein response, reactive oxygen species pathway), detoxification (xenobiotic metabolism) and the immuno-inflammatory (TNFα signaling via NF-κB). 

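On the higher side of Doxo-NMN vs. Doxo, the smallest q belonged to Mitochondrial translation (NES 2.67, q = 3.00e-09). Its 86 members include most of the mitochondrial ribosomal protein genes, whose mean log2 expression over 77 genes was 4.90 ± 0.185 (SD, n = 13) in Doxo and 5.12 ± 0.160 (n = 13) in Doxo-NMN hearts, a difference of 0.22 (permutation test, two-sided, p = 0.00467, adjusted p = 0.00877 over the 36 gene sets scored). Respiratory electron transport (69 genes) was also higher (NES 1.86, q = 0.00322), although none (0) of its genes was called. Scored per heart, the complex I genes rose by 0.13 (p = 0.140) and the ATP synthase genes by 0.05 (p = 0.507), differences within the spread between hearts, and the genes of mitochondrial DNA fell by 0.20 (p = 0.0473, adjusted p = 0.0774).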

Additionally, the presence of NMN led to significant up-regulation of the expressions of genes involved in mitochondrial function associated pathways. 

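The Reactome sets that passed in Doxo-NMN vs. Doxo without having passed in Doxo vs. Ctrl numbered 9 on the lower and 3 on the higher side. The largest of them was Innate Immune System (442 genes), with an NES of −1.56 (q = 2.59e-04) after one of 1.18 (q = 0.249) in Doxo vs. Ctrl. Signaling by Wnt (194 genes, NES −1.55, q = 0.00457) was another. Of the cytokine sets, Signaling by Interleukins (96 genes) had an NES of −1.50 (q = 0.0732), Signaling by TGF-beta Receptor Complex (67 genes) one of −1.43 (q = 0.176), Cytokine Signaling in Immune system (202 genes) one of −1.09 (q = 0.564) and Interferon gamma signaling (75 genes) one of 1.09 (q = 0.619). G2 M Checkpoints (49 genes) stood at −0.88 (q = 0.945). That a set passed with NMN and not with Doxo does not show that the effects differ in size, and this difference was not tested.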

Interestingly, we also observed that the presence of NMN had a down-regulatory effect on 8 pathways not significantly impacted by Doxo, in particular, inflammation and cytokine response pathways (Il2/Stat5, Il6 jak/stat3, TGF-β signaling Interferon γ response), as well as apoptosis, cell proliferation (G2M checkpoint) and protein secretion pathways.

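The mitochondrial gene families moved by different amounts in Doxo vs. Ctrl. The mean log2 expression of the mitochondrial ribosomal protein genes fell by 0.23 in Doxo hearts (permutation test, two-sided, p = 7.30e-04, adjusted p = 0.00114) and that of the mitochondrial carrier (Slc25a) genes fell by 0.10 (p = 0.00628, adjusted p = 0.00837). For complex I genes the difference was −0.12 (p = 0.115), for complexes II to IV −0.12 (p = 0.0663), for ATP synthase genes −0.05 (p = 0.494) and for the protein-coding genes of mitochondrial DNA 0.04 (p = 0.632). None of the families from complex I onwards differed by more than the spread between the 13 Doxo and 14 Ctrl hearts. Mitochondrial protein import (27 genes) had a Reactome score of −0.94 (q = 0.721) and Respiratory electron transport one of −1.14 (q = 0.379).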

More precisely, hearts from Doxo-treated mice exhibited decreased expression in 283 genes associated with mitochondrial integrity and functions in comparison to the Ctrl mice. 

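The 10 mitochondrial genes of Fig. 2B were tested in all 3 comparisons. The genes were picked by the paper from these same hearts, so their number that passes does not measure how common such genes are. All 10 were lower in Doxo vs. Ctrl at an adjusted p-value under 0.05, with log2 fold changes from −1.19 to −0.29 (median −0.67), and 7 of them passed the 1.5-fold cutoff. All 10 were higher in Doxo-NMN vs. Doxo (median 0.59), 6 of them by at least 1.5-fold, and 1 still differed from Ctrl. *Bcs1l* (ENSMUSG00000026172; GRCm38 chromosome 1, 74588289 to 74592443, plus strand), which encodes an assembly factor of complex III, had the largest change. It went from 24.0 ± 2.66 CPM (SD, n = 14) in Ctrl to 10.5 ± 5.25 CPM (n = 13) in Doxo and 20.7 ± 4.22 CPM (n = 13) in Doxo-NMN hearts, with log2 fold changes of −1.19 (standard error 0.153, adjusted p = 1.93e-08) and 0.98 (standard error 0.154, adjusted p = 4.88e-06). *Mrpl49* (chromosome 19, 6053622 to 6057785, minus strand), a protein of the large mitochondrial ribosomal subunit, was at 30.6 ± 3.02, 17.6 ± 5.73 and 27.8 ± 3.55 CPM, and its log2 fold change in Doxo vs. Ctrl stayed between −0.91 and −0.77 with each heart left out in turn. *Polg* (chromosome 7, 79446231 to 79466362, minus strand), the catalytic subunit of the mitochondrial DNA polymerase, changed least. It was at 61.0 ± 3.18 CPM in Ctrl, 50.0 ± 6.86 CPM in Doxo and 64.9 ± 8.47 CPM in Doxo-NMN hearts (log2 fold change −0.29, adjusted p = 1.07e-04, under the 1.5-fold cutoff).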

Among these, NMN administration prevented the modification of the expression of 232 genes including in the top 10 with the highest *p*-value, genes related to mitochondrial protein translation (*Mrpl49* and *Mettl17*), mitochondrial DNA replication (*Polg* and *Dtymk*), mitochondrial transporters (*Slc25a19* and *Slc25a26*), mitochondrial respiratory chain (*Bcs1l*), mitochondrial energy metabolism (*Sirt5*, *Dhrs1* and *Oma1*) (Figure 2B). Moreover, Doxo exposure also resulted in major alteration of genes involved in ROS production and elimination. 

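As a set, the 24 genes of Reactome's Detoxification of Reactive Oxygen Species did not move together in Doxo vs. Ctrl (NES 0.73, q = 0.928), with 3 genes called higher and 3 called lower.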

Twenty-two genes were increased following the Doxo injection and NMN treatment-maintained expression levels of 20 of them comparable to those of Ctrl hearts. Our RNA-seq analysis showed that the most significantly impacted gene by NMN were associated with the main enzymatic branches of the antioxidant network, such as glutathione transferase (*Mgst1*), Glutamate-Cysteine Ligase (*Gclc* and *Gclm*), but also redox proteins such as thioredoxins (*Txnrd1*), sulfiredoxin (*Srxn1*) and xenobiotic detoxification (*Nqo1*), oxidative stress regulator (*Sbno2*, *Junb* and *Lamtor5*), pro-oxidative agent (*Cdkn2d*) (Figure 2B). 

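All 10 ROS genes of Fig. 2B were higher in Doxo vs. Ctrl at an adjusted p-value under 0.05 (log2 fold changes from 0.28 to 2.81, median 1.96), and all 10 were lower in Doxo-NMN vs. Doxo (median −1.32). In each comparison 9 of them passed the 1.5-fold cutoff, and 3 remained different from Ctrl in Doxo-NMN hearts. *Nqo1* (ENSMUSG00000003849; GRCm38 chromosome 8, 107388225 to 107403206, minus strand) was at 37.7 ± 6.22 CPM (SD, n = 14) in Ctrl, 242 ± 149 CPM (n = 13) in Doxo and 76.5 ± 47.5 CPM (n = 13) in Doxo-NMN hearts. Its log2 fold change was 2.68 in Doxo vs. Ctrl (standard error 0.272, adjusted p = 2.68e-10), −1.66 in Doxo-NMN vs. Doxo (standard error 0.270, adjusted p = 7.01e-06) and 1.02 in Doxo-NMN vs. Ctrl (standard error 0.261, adjusted p = 0.00358). *Mgst1* (chromosome 6, 138140316 to 138156755, plus strand) also stayed above Ctrl with NMN (log2 fold change 0.87, adjusted p = 0.00102), after 1.92 with Doxo alone. *Junb* (chromosome 8, 84974484 to 84978718, minus strand) went from 18.5 ± 5.20 to 130 ± 114 CPM and back to 19.0 ± 4.83 CPM with NMN. *Lamtor5* (chromosome 3, 107278858 to 107284082) had the smallest change, a log2 fold change of 0.28 with Doxo (standard error 0.0506, adjusted p = 1.02e-05) and −0.24 with NMN, below the 1.5-fold cutoff in both comparisons.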

Naturally, along with genes related to mitochondrial function and ROS production/removal, 56 genes associated with the inflammatory response were also up-regulated after Doxo injection and expression of 51 of these genes were down-regulated by NMN. These genes belong to the production of cytokines and chemokines (*Il6*, *IL4rs*, *Osmr* and *Rgs16*), the modulation of their activity (*Myc*, *Mmp14*, *Sphks*, *Pde4b* and *Ptger4*), as well as to the immune cell infiltration (*Plaur*) (Figure 2B). 

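Among the Reactome sets of cytokine signaling, Interleukin-1 signaling was higher in Doxo vs. Ctrl (NES 1.78, q = 0.0134), with 12 of its 40 genes called higher and 1 called lower. Signaling by Interleukins (NES 1.20, q = 0.331), Cytokine Signaling in Immune system (NES 0.93, q = 0.783) and Interferon gamma signaling (NES −1.05, q = 0.534) did not pass. In Cytokine Signaling in Immune system, 43 of the 202 genes were called higher and 28 lower. Macrophage marker genes fell by 0.50 on the log2 scale (permutation test, two-sided, p = 3.50e-04, adjusted p = 5.73e-04), whereas neutrophil marker genes rose by 3.43 (p = 1e-05, the smallest that 100000 permutations give).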

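Of the 10 inflammation genes of Fig. 2B, 9 passed the low-count filter. All 9 were higher in Doxo vs. Ctrl (log2 fold changes from 1.06 to 3.24, median 2.04) and lower in Doxo-NMN vs. Doxo (median −1.81), each at an adjusted p-value under 0.05 and at least 1.5-fold, and 1 of them differed from Ctrl with NMN. *Sphk1* (ENSMUSG00000061878; GRCm38 chromosome 11, 116530925 to 116536674, plus strand) was at 1.58 ± 0.407 CPM (SD, n = 14) in Ctrl, 15.1 ± 12.0 CPM (n = 13) in Doxo and 2.67 ± 1.17 CPM (n = 13) in Doxo-NMN hearts. The log2 fold changes of *Sphk1* were 3.24 (standard error 0.332, adjusted p = 3.04e-10) and −2.49 (standard error 0.328, adjusted p = 5.97e-07). *Il4ra* (chromosome 7, 125552120 to 125579474) rose to 72.6 ± 45.5 CPM with Doxo (log2 fold change 2.16, adjusted p = 3.08e-10) and was at 23.2 CPM with NMN, from 16.2 CPM in Ctrl. *Myc* (chromosome 15, 61985391 to 61990374) kept part of its rise, with a log2 fold change of 0.93 in Doxo-NMN vs. Ctrl (adjusted p = 0.0244). *Il6* (chromosome 5, 30013114 to 30019981, plus strand) was removed by the low-count filter. It was at 0.0298 ± 0.0494 CPM in Ctrl and 0.0413 ± 0.0520 CPM in Doxo-NMN hearts, below what 3 counts can show in most hearts, and between 0 and 18.8 CPM in Doxo hearts (mean 4.18 ± 6.16). In the fit without a low-count filter its adjusted p was 3.42e-08 in Doxo vs. Ctrl and 1.07e-06 in Doxo-NMN vs. Doxo.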

Ultimately, disturbance in mitochondrial function, ROS damage and inflammation, lead to apoptosis. 

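In Doxo vs. Ctrl, the Reactome set Programmed Cell Death had 27 genes called higher and 9 called lower among its 137 (NES 1.63, q = 0.00989). With NMN, 14 of the same 137 genes were called lower and 4 higher. Intrinsic Pathway for Apoptosis (31 genes) did not pass in either comparison (NES −0.87, q = 0.813 and NES −0.68, q = 1).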

Consistently, NMN treatment prevented the increased expression of most apoptotic genes induced by Doxo injection (i.e., 45 of the 51 genes modulated by Doxo). These NMN-impacted genes encode proteins involved in initiation (*Btg2*, *Btg3*, *Bmf* and *Bnip3l*) and regulation (*Birc3*, *Dnajc3*, *Crebbp* and *Cdkn1a*) of intrinsic apoptosis signaling and ferroptosis (*Sat1* and *Hmox1*). 

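All 10 apoptosis genes of Fig. 2B were higher in Doxo vs. Ctrl (median log2 fold change 1.46) and lower in Doxo-NMN vs. Doxo (median −1.25) at an adjusted p-value under 0.05, and 7 of them passed the 1.5-fold cutoff in each comparison. None (0) differed from Ctrl in Doxo-NMN hearts after adjustment, and 2 had an unadjusted p under 0.05. *Btg2* (ENSMUSG00000020423; GRCm38 chromosome 1, 134075170 to 134079120, minus strand), an antiproliferative p53 target, was at 40.0 ± 10.2 CPM (SD, n = 14) in Ctrl, 328 ± 220 CPM (n = 13) in Doxo and 62.5 ± 35.9 CPM (n = 13) in Doxo-NMN hearts. *Btg2* had a log2 fold change of 3.03 with Doxo (standard error 0.298, adjusted p = 1.48e-10) and −2.39 with NMN (standard error 0.299, adjusted p = 3.45e-07), and the remaining difference of 0.64 from Ctrl had an adjusted p of 0.0846. *Hmox1* (chromosome 8, 75093621 to 75100589), heme oxygenase 1, followed the same course, from 8.46 to 76.5 ± 57.6 and 15.1 ± 12.6 CPM. *Bnip3l* changed by a log2 fold change of 0.28 with Doxo and −0.37 with NMN, both under the cutoff.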

Overall, these data suggest that at the cardiac level, NMN largely prevents Doxo-induced deleterious alterations in gene expression.

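Each panel of Fig. 2B was summarised per heart as the mean log2 CPM of its genes, so that hearts and not genes are the replicates. The genes were picked by the paper from these same hearts, which by itself favours small p-values. In Doxo vs. Ctrl the mitochondrial score fell by 0.75, and the ROS, inflammation and apoptosis scores rose by 1.52, 1.68 and 1.26. Each difference had p = 1e-05, the smallest that 100000 permutations give (two-sided; adjusted p = 2e-05 over 36 gene sets). In Doxo-NMN vs. Doxo the scores moved back by 0.67 (p = 1e-05), −1.18 (p = 1.10e-04), −1.48 (p = 2.00e-05) and −1.09 (p = 7.00e-05). What remained in Doxo-NMN vs. Ctrl was −0.09 for the mitochondrial score (p = 0.0565) and 0.35 for ROS (p = 1e-05). For inflammation it was 0.19 (p = 0.00710) and for apoptosis 0.17 (p = 0.0172). The mean differences of ROS, inflammation and apoptosis passed the permutation test, although the hearts of the groups overlapped. For inflammation, Doxo-NMN hearts ranged from 2.42 to 3.18 and Ctrl hearts from 2.25 to 2.68. For apoptosis the ranges were 4.34 to 5.44 and 4.33 to 4.58. Whether apoptosis passes depends on single hearts. With each heart left out in turn its difference ranged from 0.11 to 0.20, and its adjusted permutation p reached 0.0611. The alternative that moved the adjusted p-values most was the restriction to hearts with high atrial marker counts. Within these (4 Doxo-NMN against 5 Doxo hearts) NMN changed the scores by 0.70, −1.01, −1.22 and −0.88. The exact permutation p-values were 0.0238, 0.0159, 0.0238 and 0.0317, and none passed adjustment (adjusted p = 0.0816). With so few hearts there are few possible splits, which limits how small p can be. The lost significance therefore does not show a weaker effect. Within the low hearts (9 against 8) the changes were 0.64, −1.31, −1.64 and −1.21 (exact permutation tests, p = 0.00119, 0.00263, 4.11e-04 and 0.00132). In Doxo vs. Ctrl the differences were −0.77, 1.72, 1.85 and 1.41 in the low hearts and −0.77, 1.20, 1.44 and 1.07 in the high hearts; whether the sets of hearts differ was not tested. From the numbers of genes changed, the pathways and the genes of these panels, the paper proposes that NMN prevents most of the harmful changes in cardiac gene expression.

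**Figure D2:**
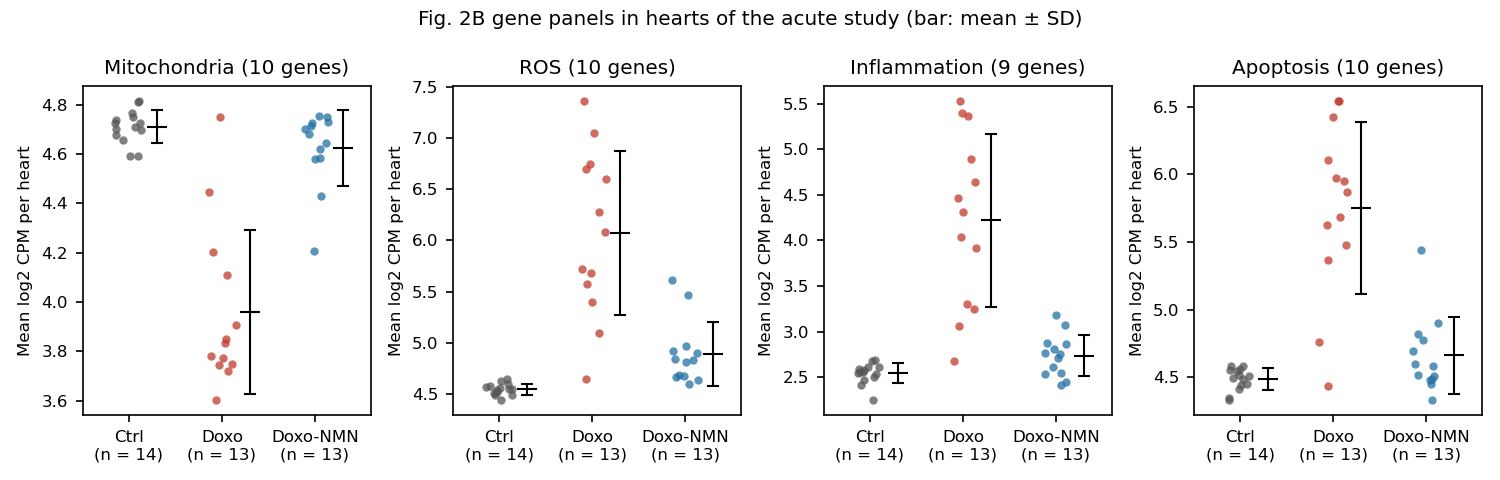
Mean log2 CPM per heart (y axis) of the genes of each panel of Fig. 2B in Ctrl (n = 14), Doxo (n = 13) and Doxo-NMN (n = 13) hearts of the acute study, 1 point per heart, with the mean and SD beside the points. The Doxo heart nearest to the Ctrl hearts in the mitochondrial panel, at 4.75, is the library labelled replicate 6.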

### 3.4. NMN Administration Is a Key Modulator of p53 Pathway Transcriptomic Changes Induced by Doxo Acute Treatment

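In Doxo vs. Ctrl, p53-Dependent G1 DNA Damage Response (54 genes) had an NES of 2.32 (q = 1.50e-05), with 14 genes called higher and none (0) called lower, and Cell Cycle Checkpoints (119 genes) an NES of 1.75 (q = 0.00203). Against Doxo alone, the Doxo-NMN hearts gave the first set an NES of −2.62 (q = 7.50e-09), with 6 genes called lower and 1 higher, and the second an NES of −1.88 (q = 2.52e-04). Neither set passed in Doxo-NMN vs. Ctrl, with q-values of 0.207 and 0.496. No set (0 of 691) passed limma's camera test in any of these comparisons. Proteasome subunit genes moved the same way, with a mean log2 expression of 5.64 in Ctrl, 6.06 in Doxo and 5.76 in Doxo-NMN hearts. Proteasome genes were not separated out of these sets, so the set scores need not reflect p53 itself.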

Pathway analysis revealed that, in the context of cardiotoxicity induced by acute Doxo treatment, NMN appears to be an important down regulator of the activated p53-associated gene network that orchestrate the cellular response and cell cycle arrest, senescence and apoptosis [33,34,35]. Analysis of the p53-associated genes present in the Reactome database, revealed that 201 transcripts were impacted by acute Doxo treatment (65% of the genes in the Reactome database associated with p53). 

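The 54 genes of Fig. 2C were shown by the paper as raised by Doxo and lowered by NMN, and the 34 genes of Fig. 2D as the reverse. Of the 54, 52 were higher in Doxo vs. Ctrl, 48 of them at an adjusted p-value under 0.05 and 19 also by at least 1.5-fold. All 54 were lower in Doxo-NMN vs. Doxo at an adjusted p-value under 0.05, 14 of them by at least 1.5-fold, and 13 differed from Ctrl in Doxo-NMN hearts. Of the 34, 33 were lower in Doxo vs. Ctrl, 27 of them at an adjusted p-value under 0.05 and 12 by at least 1.5-fold. All 34 were higher with NMN, 8 of them by at least 1.5-fold, and 5 differed from Ctrl. The genes that did not follow in Doxo vs. Ctrl were *Ccna2*, *Mtor* and *Prkab2*. *Ccna2* (chromosome 3, 36564865 to 36572150), at 0.935 CPM in Ctrl, 0.621 in Doxo and 0.297 in Doxo-NMN hearts, fell with Doxo (log2 fold change −0.60, adjusted p = 0.0277) and fell further with NMN (−1.04, adjusted p = 9.72e-04). *Mtor* (chromosome 4, 148448611 to 148557683) rose with Doxo (0.19, adjusted p = 0.00130) and again with NMN (0.18, adjusted p = 0.00401). *Prkab2* did not differ with Doxo (−0.16, adjusted p = 0.180) and fell with NMN (−0.29, adjusted p = 0.0223).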

Remarkably, the presence of NMN significantly attenuated the variation of 171 of these genes representing 85% of the Doxo impacted genes (Figure 2C,D). As described in Figure 2C,D, all biological functions controlled by p53 are targeted by the protective effect of NMN during acute Doxo treatment, i.e., regulation of metabolic genes (17 genes down- and 14 up-regulated), cell death gene transcription (3 genes down- and 5 up-regulated), cell cycle gene transcription (17 genes down-regulated and 5 down-regulated), DNA repair genes (18 genes down- and 10 up-regulated). In addition, NMN prevents Doxo-induced expression changes of 82 genes (30 up- and 52 down-regulated) involved in the regulation of p53 activity (Supplementary Figure S1).

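Scored per heart, the genes of Fig. 2C rose in Doxo vs. Ctrl by 0.46 (metabolism, 17 genes), 0.63 (cell death, 3 genes), 0.57 (cell cycle, 17 genes) and 0.47 (DNA repair, 18 genes) on the log2 scale, and fell in Doxo-NMN vs. Doxo by 0.36, 0.51, 0.62 and 0.35. The genes of Fig. 2D fell with Doxo by 0.51 (metabolism, 14 genes), 0.60 (cell death, 5 genes), 0.49 (cell cycle, 5 genes) and 0.34 (DNA repair, 10 genes), and rose with NMN by 0.45, 0.50, 0.39 and 0.31. The permutation p-values with NMN lay between 1e-05 and 4.60e-04. The paper selected these genes from the same hearts, so small p-values were likely and do not show how p53 genes in general responded. Calls by at least 1.5-fold with NMN were most frequent among the cell cycle genes of Fig. 2C, with 9 of 17, and made up 2 of 18 and 1 of 10 of the DNA repair genes of Fig. 2C and 2D. In Doxo-NMN vs. Ctrl the metabolism, cell death, cell cycle and DNA repair scores differed by 0.11 (p = 0.00223), 0.12 (p = 0.163), −0.05 (p = 0.201) and 0.11 (p = 1e-05) for Fig. 2C, and by −0.06 (p = 0.231), −0.10 (p = 8.30e-04), −0.10 (p = 0.00395) and −0.04 (p = 0.210) for Fig. 2D.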

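For the regulation of p53 itself, the Reactome set used here was Stabilization of p53 (51 genes), which was higher in Doxo vs. Ctrl (NES 2.29, q = 8.24e-06, 13 genes called higher) and lower in Doxo-NMN vs. Doxo (NES −2.63, q = 8.04e-09, 5 genes called lower and 1 higher). It did not pass in Doxo-NMN vs. Ctrl (NES 1.44, q = 0.149). As with the p53 sets above, it did not pass limma's camera test, and proteasome genes were not separated out of it. The gene list of Supplementary Figure S1 was not analysed here.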

### 3.5. Orally Administered NMN Is Bioavailable and Improves Survival and Bodyweight Loss Induced by Doxo

To evaluate whether the oral NMN administration could prevent the adverse effects of a chronic Doxo treatment, male C57BL/6 mice at 14–16 weeks of age were injected intraperitoneally with PBS (vehicle) or with 4 mg/kg/day of Doxo for five times for a cumulative dose of 20 mg/kg. Doxo-treated mice either received regular drinking water (Doxo) or 500 mg/kg/day NMN in their drinking water (Doxo-NMN), whereas control mice (Ctrl) received regular drinking water for the entire duration of the study (Figure 3A). This regimen of Doxo was chosen based on previous studies showing the increase in skeletal muscles’ cellular senescence [26] and weakness [36], whereas the dosage of NMN used in this study was previously proven to be safe and effective in increasing NAD+ levels in peripheral tissue [37,38,39,40,41]. Survival rates were compared between groups up to 60 days after the first Doxo injection using the Kaplan–Meier test. Doxorubicin-treated mice had a survival rate of 70.4% that was increased to 89.3% by NMN (*p* = 0.077) (Figure 3B). In agreement with prior studies [42,43], Doxo induced a severe and progressive decrease in body weight that was attenuated by NMN (Supplementary Figure S2A). Indeed, the Doxo-induced body weight loss was significantly mitigated by NMN at the end of the study (−2.79 ± 0.34 g (Doxo-NMN) vs. −4.24 ± 0.54 g (Doxo), *p* = 0.024) (Figure 3C). Based on body composition analysis, the percentages of lean mass were comparable between the different groups whereas the percentage of fat mass was dramatically decreased in the Doxo group compared to the Ctrl group at 50 days after the first Doxo injection and consistently with the body weight results, mice treated with NMN showed a trend toward rescue in fat mass (Supplementary Figure S2B). To confirm the bioavailability of NMN by oral administration, we performed targeted, LC-MS-based metabolomics for the semi-quantitative measurement of NAD+ -related metabolites in whole blood collected from Doxo and Doxo-NMN mice at the end of the study. Indeed, the oral administration of NMN in drinking water was able to significantly increase the circulating levels of NAD+, NMN, nicotinamide (NAM) and nicotinic acid adenine dinucleotide (NAAD) that is considered a highly sensitive biomarker of increased NAD+ metabolism [44] (Figure 3D).

### 3.6. The Doxo-Induced Alteration in the Expression of Genes Related to Mitochondrial Functions, DNA Damage and Apoptosis Was Improved by the Oral NMN Treatment in the Heart

Considering that there is not a common protocol to induce cardiotoxicity by chronic Doxo administration in the literature [45] and having demonstrated the cardioprotective effects of NMN treatment after an acute Doxo regime (Figure 1), we aimed to investigate the effects of NMN on cardiac functionality using the chronic Doxo treatment adopted in this study. As depicted in Figure 3E, at 53 days after the first Doxo injection, despite a significant decline in heart rate in Doxo-mice, we could not detect any significant changes in fractional shortening (FS) and ejection fraction (EF) in Doxo-mice by 2D echocardiography analysis, suggesting a delayed development of cardiac defects. To be noted, heart rate, FS and EF were comparable between the different groups at 30 days after the first Doxo injection (data not shown). Nevertheless, the oral NMN treatment was able to significantly increase the intracellular contents of NAAD, n-MetNAM and Me2Py, metabolites involved in the NAD+ turnover, in heart tissue collected at the end of the study (Figure 3F and Figure S2C). Therefore, we performed RNA-seq analysis to evaluate the underlying molecular changes at an early stage of Dox-induced cardiac impairment. 

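Hearts of the chronic study were sequenced from 5 Ctrl, 6 Doxo and 6 Doxo-NMN mice. Doxo was given as 5 injections of 4 mg/kg, 20 mg/kg in all, and NMN at 500 mg/kg/day in the drinking water, started 5 days before the first injection. The hearts were collected on day 60. The authors' processing was as in the acute study, at another sequencing facility, and the deposited table holds counts without normalization for 54658 genes, of which 21664 had no count in any heart. Total counts ranged from 17769886 to 20852659 in Ctrl hearts (median 19153947), from 17888279 to 23629270 in Doxo hearts (median 20020868) and from 20531066 to 23862287 in Doxo-NMN hearts (median 22001524). The median over the 17 hearts was 20.5 M counts beside the 30 M reads the paper states, and 3 counts amount to between 0.126 and 0.169 CPM relative to the total counts before normalization. Even numbers made up 40.3% of the counts from 1 to 20 in the median heart. The same filter and the same quasi-likelihood fit of edgeR over all 3 groups were applied to the chronic table, and a gene was called at an adjusted p-value under 0.05 without a fold change cutoff, the threshold the paper gives for this study. With groups of this size, simulated changes were recovered for 159 of 193 genes, with 5 unchanged genes called. These changes had median log2 fold changes of 1.00 and −0.99 in the fit, so the recovery of smaller changes is not known from them. Pairs of hearts of one group differed by more than the sampling noise (lowest chi-square per gene 5.49), so no heart was counted as a repeat of another. Within groups, the log2 CPM of hearts correlated with coefficients from 0.962 to 0.991 across genes.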

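In Doxo vs. Ctrl 9 genes were called, 8 higher and 1 lower, and 1174 genes had an unadjusted p under 0.05. In Doxo-NMN vs. Doxo none (0) was called and 441 had an unadjusted p under 0.05. In Doxo-NMN vs. Ctrl 6 genes were called. Of the alternatives tried, limma's voom with sample weights moved the number in Doxo vs. Ctrl most, to 54 genes, while with at least 10 counts required in every heart it was 0 (999 with an unadjusted p under 0.05), with a filter that removes 7 of the 9 genes before the test for their low counts in Ctrl hearts; with each heart left out in turn it was between 5 and 11. Without a call in Doxo-NMN vs. Doxo, the differences given next for NMN are not distinguishable from 0 in edgeR's test (adjusted p = 0.999 for each).
Of the 9 genes, 5 are gene models without a named product, *Gm10800*, *Gm10801*, *Gm26870*, *Gm10722* and *Gm21738*, which share from 14.9% to 44.8% of their 50-base words with one another, so that the authors' counting could divide reads of a common repeat between them. *Gm10800* (GRCm38 chromosome 2, 98666547 to 98667301, minus strand) was at 1.05 ± 0.781 CPM (SD, n = 5) in Ctrl, 24.7 ± 3.92 CPM (n = 6) in Doxo and 15.9 ± 5.91 CPM (n = 6) in Doxo-NMN hearts. Its log2 fold change in Doxo vs. Ctrl was 4.56 (standard error 0.333, adjusted p = 2.48e-07 from edgeR's quasi-likelihood test). *Gm10801* (chromosome 2, 98662237 to 98664083, plus strand) and *Gm26870* (chromosome 9, 3000282 to 3038313, minus strand), a long non-coding RNA, stood at 2.66 and 2.41 CPM in Doxo hearts, from 0.148 and 0.127 CPM in Ctrl hearts (adjusted p = 1.46e-05 for both in edgeR's test). *Gm10722* (chromosome 9, 3000922 to 3002330, plus strand), which overlaps *Gm26870* on the other strand, was under 3 counts in every Ctrl heart and at 1.12 ± 0.162 CPM in Doxo hearts. *Gm21738* (chromosome 14, 19415857 to 19418930, minus strand) went from 0.242 ± 0.269 to 2.70 ± 0.364 CPM (adjusted p = 0.00183 in edgeR's test).
The other called genes encode known proteins. *Tgfb2* (chromosome 1, 186622792 to 186705989, minus strand), transforming growth factor beta 2, was at 10.7 ± 1.79 CPM in Ctrl, 19.8 ± 4.13 CPM in Doxo and 17.1 ± 2.45 CPM in Doxo-NMN hearts (log2 fold change 0.89, standard error 0.144, adjusted p = 0.0123 in edgeR's test). With each heart left out in turn its log2 fold change stayed between 0.80 and 1.00, and its adjusted p reached 0.0645. *Slc30a3* (chromosome 5, 31086106 to 31108237), a zinc transporter, had a log2 fold change of 1.91 (adjusted p = 0.0157 in edgeR's test), and *Sprr1a* (chromosome 3, 92483952 to 92485895), a small proline-rich protein, one of 4.02 (adjusted p = 0.0181, same test) with 2.43 ± 2.03 CPM in Doxo hearts. *Capn3* (chromosome 2, 120456019 to 120504913, plus strand), a calpain protease, was the gene that fell, from 7.30 ± 0.858 to 4.17 ± 0.641 CPM (log2 fold change −0.81, standard error 0.141, adjusted p = 0.0238 in edgeR's test), and stood at 4.64 ± 0.720 CPM with NMN.

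**Figure D3:**
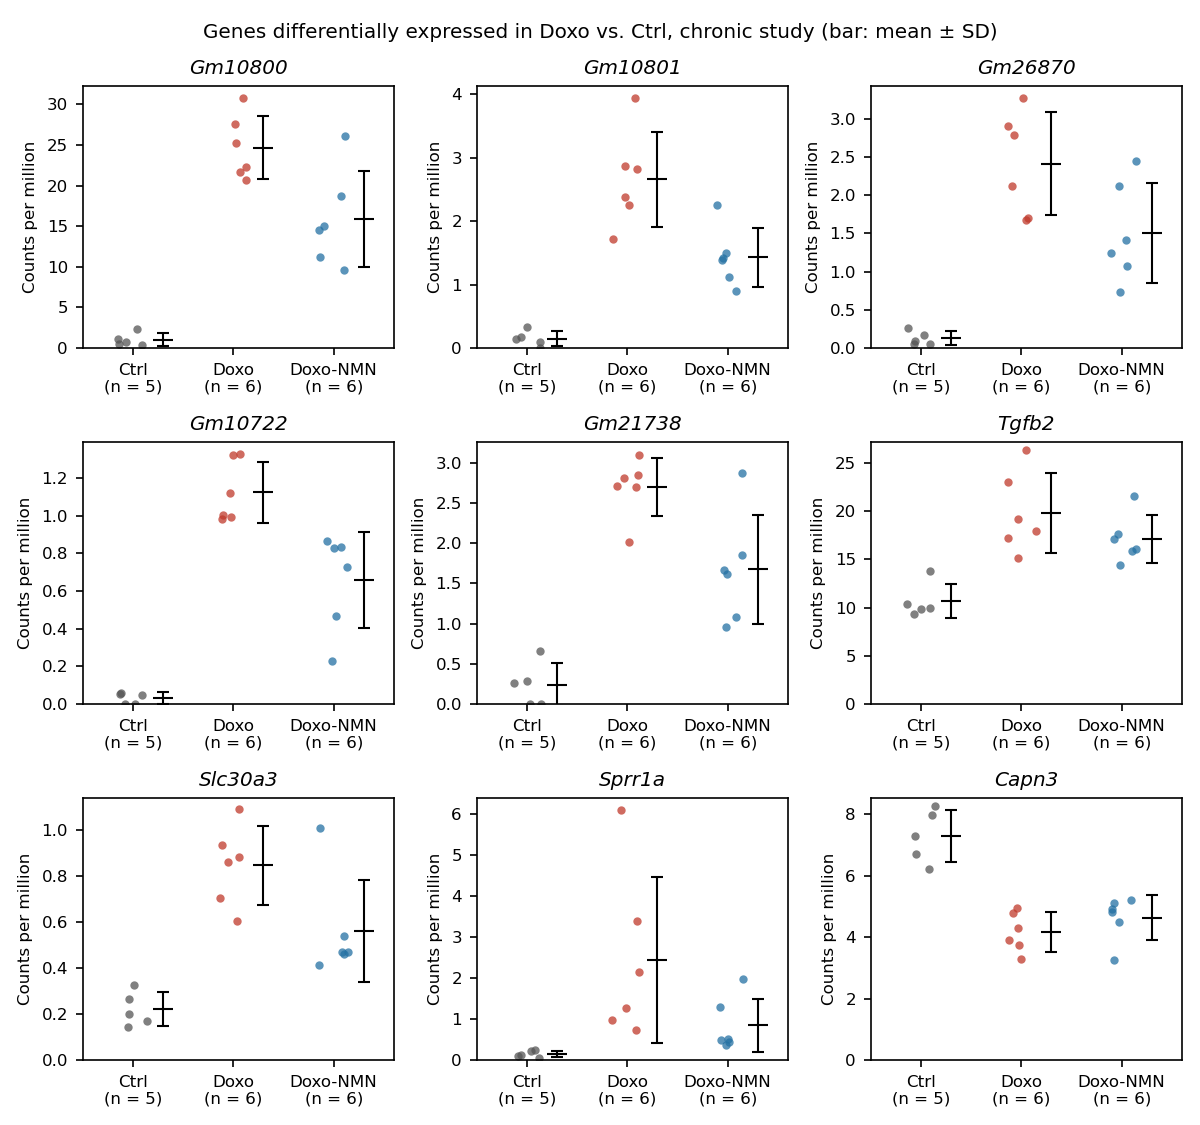
CPM (y axis) of the 9 genes called in Doxo vs. Ctrl in the chronic study, 1 point per heart, for Ctrl (n = 5), Doxo (n = 6) and Doxo-NMN (n = 6) hearts, with the mean and SD beside the points. For *Gm10800* the lowest Doxo heart, at 20.7 CPM, lies above the highest Ctrl heart, at 2.34 CPM.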

We identified nine genes differentially expressed in Doxo vs. Ctrl and none in Doxo-NMN vs. Doxo (*p*.adj < 0.05). 

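GO sets were not used here. With the Reactome sets and the ranking used for the acute study, 677 sets were tested. In Doxo vs. Ctrl 32 passed a q-value under 0.02, 22 higher and 10 lower, and in Doxo-NMN vs. Doxo 14 passed, 11 higher and 3 lower. Of the 10 sets lower with Doxo 6 were higher with NMN, while of the 22 higher with Doxo none (0) was lower with NMN. As in the acute study, the shared Doxo hearts favour opposite directions, and this overlap was not tested. Eukaryotic Translation Elongation (87 genes) led the sets that were higher with Doxo (NES 2.79, q = 4.84e-09), and HSF1-dependent transactivation (22 genes, NES −2.58, q = 1.05e-06) those that were lower. With NMN, Cell Cycle (419 genes) was lower (NES −1.60, q = 6.71e-04). No set (0 of 677) passed limma's camera test in either comparison. Exchanging group labels between hearts of the same replicate number gave at least as many sets in 28 of 32 splits for Doxo vs. Ctrl and in 26 of 32 for Doxo-NMN vs. Doxo, so the number of sets is not larger than these hearts give under other groupings.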

Despite the small number of differentially expressed genes, the GSEA analysis on GO terms identified 11 terms up-regulated and 15 down-regulated in the heart of Doxo mice compared to Ctrl mice whereas 34 GO terms were up-regulated and 15 down-regulated in the heart of Doxo-NMN group compared to Doxo group. 

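Mitochondrial translation was higher in Doxo-NMN vs. Doxo in the chronic hearts (NES 2.45, q = 4.07e-08), as it was in the acute hearts. Scored per heart, the mitochondrial ribosomal protein genes were at 5.34 ± 0.0714 (SD, n = 6) in chronic Doxo and 5.41 ± 0.110 (n = 6) in Doxo-NMN hearts, a difference of 0.07 within the spread between hearts (exact permutation test, two-sided, p = 0.221, adjusted p = 0.785). The Reactome sets nearest to PML nuclear bodies, which are sites of protein modification by SUMO, were the SUMOylation sets. SUMO E3 ligases SUMOylate target proteins was lower with NMN in the acute study (71 genes, NES −1.70, q = 0.0129) and in the chronic study (70 genes, NES −1.80, q = 0.0401), in the latter above the limit of 0.02.
The genes of Fig. 4B and 4C, drawn by the paper from the chronic study, were also scored in the acute hearts (*Bcs1l* is also a gene of Fig. 2B, which the paper drew from the acute study). Of the 48 mitochondrial genes of Fig. 4B, 47 were lower in acute Doxo vs. Ctrl (45 at an adjusted p-value under 0.05), and all 48 were higher with NMN (42 at an adjusted p-value under 0.05). Their mean log2 expression fell by 0.59 with Doxo (p = 1e-05, the smallest that the permutations give) and rose by 0.45 with NMN (permutation test, two-sided, p = 3.20e-04). Of the 34 PML-NB genes of Fig. 4C, 26 were higher in acute Doxo vs. Ctrl (22 at an adjusted p-value under 0.05) and 26 were lower with NMN (19 at an adjusted p-value under 0.05), and the scores changed by 0.32 (p = 1e-05) and −0.24 (p = 7.00e-05). Within the acute hearts with low atrial marker counts, NMN changed the scores by 0.41 and −0.22 (exact permutation tests, p = 0.00831 and 0.00572), and within the high hearts by 0.49 and −0.26 (p = 0.0317 and 0.0159, exact tests of 4 hearts against 5).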

Interestingly, pathways related to mitochondrial functions and promyelocytic leukemia-nuclear bodies (PML-NB) were consistently modulated by NMN in both the acute and chronic regimen of Doxo (Figure 2B–D and Figure 4A). 

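In the chronic hearts all 48 mitochondrial genes of Fig. 4B were lower in Doxo vs. Ctrl, with log2 fold changes from −0.55 to −0.07 (median −0.18). None (0) had an adjusted p-value under 0.05 in edgeR's test, whether adjusted over all tested genes (smallest 0.529) or over the 48 alone (smallest 0.228), and 6 had an unadjusted p under 0.05. In Doxo-NMN vs. Doxo all 48 were higher, with a median of 0.11, and 2 had an unadjusted p under 0.05 (smallest adjusted p 0.999 in edgeR's test). *Nudt1* (chromosome 5, 140321656 to 140338137) was at 6.02 ± 0.421 CPM (SD, n = 5) in Ctrl, 4.86 ± 0.432 CPM (n = 6) in Doxo and 5.52 ± 0.457 CPM (n = 6) in Doxo-NMN hearts, with a log2 fold change of −0.31 (standard error 0.106, adjusted p = 0.529 in edgeR's test). *Cox7a1* had one of −0.34 and *Slc25a39* one of −0.27, and *Tfam* one of −0.08, smaller than its standard error of 0.108. Scored per heart, the 48 genes had a mean log2 CPM of 5.83 ± 0.0584 in Ctrl, 5.64 ± 0.160 in Doxo and 5.76 ± 0.0827 in Doxo-NMN hearts. The difference of −0.19 in Doxo vs. Ctrl had an exact permutation p of 0.0108 (two-sided, adjusted p = 0.208 over 36 gene sets), and that of 0.12 with NMN one of 0.0996 (adjusted p = 0.785). So few hearts allow few splits, and no single score could pass this adjustment however large its difference. The paper also selected the genes from these same hearts, which favours small unadjusted p-values. The heart of Doxo replicate 2 was the lowest of its group at 5.33; without it the differences were −0.13 (exact p = 0.0159) and 0.06 (exact p = 0.203).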

Specifically, in the mitochondrial functions pathway, the chronic Doxo-induced reduction in the expression of genes related to the mitochondrial transcription (*Tfam*, *Tsfm*, *Mterf1a*), mitochondrial proteins translation (*Mrps2*, *Mrpl18*, *Mrpl21*, *Mrps25*, *Mrpl28*, *Mrpl36*, *Mrpl41*, *MrpI46*, *Mrpl51*, *Nsun4*), mitochondrial transporters (*Mpc2*, *Slc25a42*, *Slc25a45*, *slc25a39*, *Slc25a15*, *Mcu*), antioxidant defense (*Sod2*, *Slc25a39*, *Nudt1*) and the respirasome complexes (*Ndufv3*, *Ndufaf5*, *Ndufs8*, *Ndufa 4I2*, *Uqcc1*, *Coq9*, *Uqcrq*, *Cox8b*, *Cox7a1*, *Atp5k*) were mitigated by NMN treatment (Figure 4B). Conversely, in the PML-NB pathway, Doxo increased the expression of genes involved in the DNA damage and repair (*Rpa2*, *Tdp2*, *Smc5*, *Rpa1*, *Mre11a*, *Topbp1*, *Blm*, *Smc6*, *Topors*, *Rb1*, *Top3a*) and apoptotic process (*Daxx*, *Hipk3*, *Hipk1*, *Zbtb16*, *Pias2*, *Casp8ap2*, *Pml*, *Max*, *Sqstm1*) that were down-regulated by the NMN treatment (Figure 4C).

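Of the 34 PML-NB genes of Fig. 4C, 28 were higher in Doxo vs. Ctrl (median log2 fold change 0.11) and all 34 were lower in Doxo-NMN vs. Doxo (median −0.12). None (0) had an adjusted p-value under 0.05 in edgeR's test in either comparison (smallest 0.634 in Doxo vs. Ctrl), and none (0) had an unadjusted p under 0.05 in Doxo vs. Ctrl and 1 did with NMN. *Topbp1* (chromosome 9, 103305215 to 103350428) was at 12.1 ± 0.559 CPM (SD, n = 5) in Ctrl, 13.2 ± 1.01 CPM (n = 6) in Doxo and 11.6 ± 0.501 CPM (n = 6) in Doxo-NMN hearts, with log2 fold changes of 0.12 (standard error 0.0794) and −0.18 (standard error 0.0754). *Zbtb16* (chromosome 9, 48654297 to 48836222) ranged from 25.1 to 258 CPM among the Doxo hearts. Its log2 fold change of 0.91 in Doxo vs. Ctrl fell to −0.09 when the heart with the highest value, Doxo replicate 2, was left out. *Mre11a* and *Smc6* had log2 fold changes of −0.02 and −0.05 in Doxo vs. Ctrl, within their standard errors of 0.133 and 0.0900.
The mean log2 CPM of the 34 genes was 4.28 ± 0.0671 in Ctrl, 4.38 ± 0.131 in Doxo and 4.25 ± 0.0442 in Doxo-NMN hearts. The difference was 0.10 in Doxo vs. Ctrl (exact permutation test, two-sided, p = 0.108, adjusted p = 0.445) and −0.13 in Doxo-NMN vs. Doxo (exact p = 0.00433, adjusted p = 0.156 over 36 gene sets). Without Doxo replicate 2 these were 0.05 (exact p = 0.151) and −0.08 (exact p = 0.00866). As for Fig. 4B, no single score could pass adjustment with so few hearts. The Doxo hearts enter both comparisons, and of the other genes with an unadjusted p under 0.05 in Doxo vs. Ctrl, 1056 of 1168 (90.4%) had the opposite sign with NMN. Of all tested genes 69.6% had the opposite sign. This is the nearer reference, since none (0) of the 34 genes and 6 of the 48 of Fig. 4B had such a p. The paper selected both panels from these same hearts, which by itself favours small p-values and opposite signs. From gene set enrichment, the paper states that pathways of mitochondrial functions and PML-NB were modulated by NMN in both regimens.

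**Figure D4:**
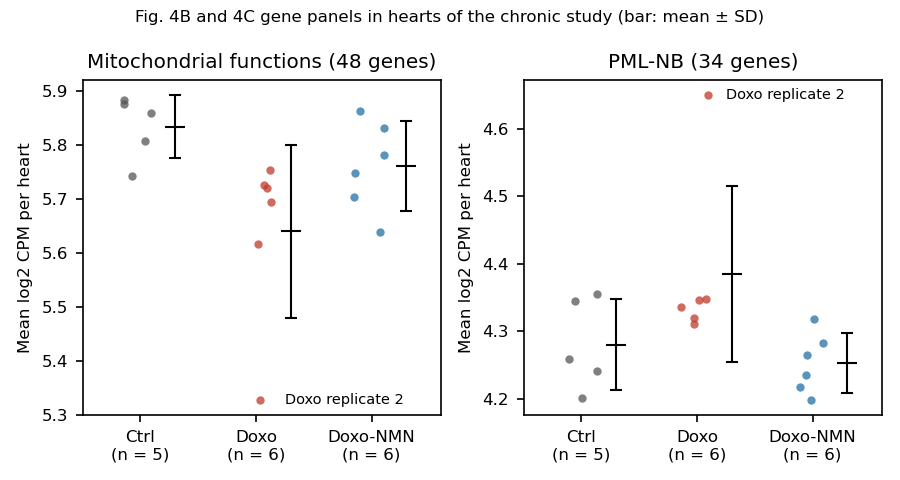
Mean log2 CPM per heart (y axis) of the 48 genes of Fig. 4B and the 34 genes of Fig. 4C in Ctrl (n = 5), Doxo (n = 6) and Doxo-NMN (n = 6) hearts of the chronic study, 1 point per heart, with the mean and SD beside the points. The heart of Doxo replicate 2 is named in both plots, at 5.33 for Fig. 4B and 4.65 for Fig. 4C.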

Doxo treatment is known to cause systemic inflammation [46,47]. Compared to the acute study, we did not detect any significant changes in the expression of genes associated with inflammatory response in the hearts derived from the chronic study. Nevertheless, the blood plasma levels of the proinflammatory cytokines and chemokines, GM-CSF, IL-1α, CXCL5 and IL17A were increased in Doxo group and normalized by NMN (GM-CSF: 8.63 ± 0.95 pg/mL (Doxo) vs. 6.51 ± 0.43 pg/mL (Doxo-NMN), *p* = 0.034; IL-1α:254.4 ± 30.6 pg/mL (Doxo) vs. 177.7 ± 20.7 pg/mL (doxo-NMN), *p* = 0.074; CXCL5: 5218 ± 684 pg/mL (Doxo) vs. 3308 ± 407 pg/mL (Doxo-NMN) *p* = 0.017; IL17A: 11.18 ± 1.64 pg/mL (Doxo) vs. 6.59 ± 0.97 pg/mL (Doxo-NMN) *p* = 0.021) (Figure 4D) whereas IL-6, TNFα, IL1b, IL2, IL4, IL5, IL10, IL13, CXCL-1, CXCL2, CCL2, INF-g, IL-7 and IL-12p70 levels were similar among the different groups or undetectable (data not shown). 

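Of the 9 tested inflammation genes of Fig. 2B, 7 were higher in chronic Doxo vs. Ctrl, with a median log2 fold change of 0.06 (from −0.13 to 1.22), and none (0) had an adjusted p-value under 0.05 over all genes, while 2 had an unadjusted p under 0.05. Adjusted over these 9 genes alone, *Myc* passed (adjusted p = 0.0151 in edgeR's test), at 1.96 ± 0.435 CPM (SD, n = 5) in Ctrl and 4.60 ± 3.05 CPM (n = 6) in Doxo hearts. The log2 fold change of *Il4ra* was 0.02 (standard error 0.140). The Doxo effect on *Il4ra* differed between the studies by 2.14 on the log2 scale (adjusted p = 0.00269 from edgeR's test of the interaction), and that on *Sphk1* by 2.92 (adjusted p = 0.00320). *Il6* had too few counts to be tested. The mean log2 CPM of the 9 genes was 0.17 higher in Doxo than in Ctrl hearts (exact permutation test, two-sided, p = 0.141). As a set, Reactome's Cytokine Signaling in Immune system (190 genes) was lower in chronic Doxo vs. Ctrl (NES −1.76, q = 5.28e-04), with none (0) of its genes called, and Interferon gamma signaling (70 genes) also (NES −1.93, q = 0.00814); limma's camera test passed neither set.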

Increased levels of IL-1α, IL17A and CXCL5 have been linked to sarcopenia and cardiotoxicity [48,49,50].

### 3.7. The Doxo-Induced Loss of Physical Activity Is Prevented by Oral NMN Administration

Doxorubicin treatment is associated with muscle weakness and fatigue [51,52]. To evaluate whether NMN administration could potentially ameliorate the Doxo-induced reduction in physical activity, we performed an uphill treadmill exhaustion test on Ctrl, Doxo and Doxo-NMN mice to assess their exercise capacity at 45 days after the first Doxo injection. For all the parameters analyzed, the Doxo-NMN group performed as efficiently as the control group. Indeed, Doxo-NMN mice ran significantly longer compared to the Doxo group (25.65 ± 0.46 min (Doxo-NMN) vs. 21.26 ± 0.31 min (Doxo), *p* = 0.019). Since Doxo-NMN mice could keep running at higher speed compared to Doxo (18.53 ± 0.25 m/min (Doxo-NMN) vs. 16.69 ± 0.16 m/min (Doxo), *p* = 0.032), the difference in running distance was 35% higher in Doxo-NMN mice compared to Doxo group (475.9 ± 13.4 m (Doxo-NMN) vs. 353.0 ± 8.5 m (Doxo), *p* = 0.036). Accordingly, work and power generated by Doxo-NMN were 45.6% and 20.9% higher compared to Doxo group, respectively (Work: 12.06 ± 0.55 joule (Doxo-NMN) vs. 8.28 ± 0.52 joule (Doxo), *p* = 0.040, Power: 0.00782 ± 0.00028-watt (Doxo-NMN) vs. 0.00648 ± 0.00036 watt (Doxo), *p* = 0.043) (Figure 5A). In line with the treadmill results, strength and motor coordination, measured as latency to fall off an accelerating rotarod device, were significantly improved in the Doxo-NMN group compared to Doxo (280.4 ± 25.9 s (Doxo-NMN) vs. 175.2 ± 21.4 s (Doxo), *p* = 0.012) (Figure 5B). Gastrocnemius muscle tissue was collected from Ctrl, Doxo and Doxo-NMN mice at the end of the study to assess the effect of NMN treatment on skeletal muscle NMN-derived metabolites. Although muscle NAD+ content was mildly enhanced by NMN, the levels of NMN, NAM, N-methyl-nicotinamide (n-MetNAM), methyl-2-pyridone-5-carboxamide (Me2Py) were significantly increased suggesting that NMN treatment greatly enhanced muscle NAD+ turnover (Figure 5C and Figure S2D).

Oxidative stress due to an increased production of reactive oxygen species (ROS) has been proposed as one of the causes of Doxo-induced skeletal muscle dysfunction [36]. As a consequence of oxidative stress-induced lipid peroxidation, the production of biologically active aldehydes, such as 4-hydroxy-2-nonenal (4-HNE) is increased and the formation of 4-HNE-adducts with muscle proteins has been shown to induce oxidative damage after Doxo treatment [53,54]. Remarkably, our results show that the Doxo-induced increase in 4-HNE protein adducts was significantly reduced in gastrocnemius muscle by NMN treatment at day 60 from the first Doxo injection (3.47 ± 0.93-fold increase (Doxo) vs. 1.45 ± 0.42-fold increase (Doxo-NMN), *p* = 0.048) (Figure 5D). Lastly, to evaluate the possible increase in senescence cells within muscle after Doxo treatment, we performed RT-qPCR analysis of senescent marker genes (p16 and p21) in gastrocnemius muscle. Consistent with previous results using the same regimen of Doxo administration [26], p21 mRNA levels were significantly increased by Doxo treatment in gastrocnemius muscle; whereas the expression of p16 was barely detectable at day 60 from the first Doxo injection (data not shown). Interestingly, NMN treatment was able to effectively revert the Doxo-induced overexpression of p21 (1.34 ± 0.10-fold increase (Doxo) vs. 1.03 ± 0.08-fold increase (Doxo-NMN), *p* = 0.034) (Figure 5E). These results are also in line with the reduced expression of p21 (*Cdkn1a*) by NMN in heart tissue from the acute study (Figure 2B).

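*Cdkn1a* (ENSMUSG00000023067; GRCm38 chromosome 17, 29090976 to 29100727, plus strand), the gene of p21, was at 63.0 ± 10.3 CPM (SD, n = 14) in Ctrl, 183 ± 68.9 CPM (n = 13) in Doxo and 77.6 ± 23.2 CPM (n = 13) in Doxo-NMN hearts of the acute study. Its log2 fold change was 1.54 in Doxo vs. Ctrl (standard error 0.165, adjusted p = 7.16e-10 in edgeR's test) and −1.24 in Doxo-NMN vs. Doxo (standard error 0.168, adjusted p = 8.42e-07), and with each heart left out in turn the latter stayed between −1.35 and −1.15. Doxo-NMN and Ctrl hearts differed by 0.30 (standard error 0.163, adjusted p = 0.170). Doxo hearts ranged from 56.4 to 307 CPM.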

All together these data indicate that the oral NMN administration is sufficient to increase the skeletal muscle NAD+ metabolism and consequently ameliorate the Doxo-induced impairment in physical capacity possibly by reducing oxidative stress and cellular senescence in skeletal muscle.

## 4. Discussion

Cardiac and skeletal muscle dysfunctions induced by anthracycline-based chemotherapy is known to reduce quality of life and increase the risk of death from cancer survivors [55,56]. In particular, the clinical use of Doxo is associated with severe and irreversible cardiotoxicity [57,58] and skeletal muscle impairment [59,60,61]. Doxo-induced cardiotoxicity can be detected within days, months, or years after chemotherapy, even after cancer remission [62]. Unfortunately, there are no effective strategies to prevent or treat the side effects of Doxo-induced toxicity.

Our aim was to investigate, in the context of acute and chronic Doxo administration, the possible protective effects of NMN against cardiotoxicity and skeletal muscle weakness which is characterized by diminished exercise capacity and increased fatigue.

In the acute toxicity setting (Figure 1A), Doxo induced a significant reduction in body weight and elevated mortality of animals (52%), which is thought to be primarily due to heart failure as described previously [63,64] although damage to other organs such as the liver and lungs were also observed [64,65]. Accordingly, we found that injection of Doxo resulted in marked impairment of cardiac functions, evidenced by significant decreases in HR, EF and FS. This was further confirmed by the concomitant increase in the plasma levels of systemic markers of heart distress (LDH and troponin-I) and profound alterations in the transcriptome of cardiac tissue. Remarkably, the intraperitoneal administration of NMN allowed its bioavailability and metabolism in heart tissue (Figure 1G) and prevented Doxo-induced death (Figure 1B), reduced body weight loss (Figure 1C) and preserved the cardiac functions (Figure 1D,E). Transcriptomic analysis suggests that NMN confers protection to cardiac cells by preserving mitochondrial integrity and function, reducing oxidative stress and inflammatory response, ultimately leading to limitation of apoptosis. However, to further confirmed these beneficial effects at the functional level, additional experimental work in required. Overall, these results indicate promising cardioprotective effects of NMN against Doxo toxicity. These findings are consistent with previous work suggesting that NMN could protect cardiomyocytes from Doxo-induced toxicity and further support the cardioprotective potential of NMN already demonstrated in various cardiac conditions such as heart failure, cardiac fibrosis and cardiotoxicity [24,63,66,67,68].

Mechanistically, the protective effect of NMN in Doxo-induced cardiotoxicity could be mediated by activation of SIRT1. Indeed, the enhancement of intracellular NAD+ levels increases the activity of SIRT1, an NAD+-dependent enzyme, which can protect against oxidative damage [69,70], restore mitochondrial biogenesis and cell cycle arrest and suppress apoptotic mechanisms [71,72,73]. Moreover, the protection against cardiotoxicity provided by nicotinamide riboside (NR), another NAD+ biosynthetic precursor, is dependent on SIRT1 activity since its chemical inhibition prevents its cardioprotective effects [74]. However, more detailed data on the mechanisms of NAD+/SIRTs regulation are needed, especially to identify the involvement of other NAD+ consuming enzymes, such as PARPs.

Furthermore, in the context of cardiotoxicity induced by acute Doxo treatment, pathway analysis of the transcriptome clearly revealed the dysregulation of gene expressions related to the p53 pathway coordinating the cellular response and cell cycle arrest as well as senescence and apoptosis [33,34,35]. Acute Doxo treatment induced dysregulation in both p53 target genes, including cell cycle, DNA damage and apoptosis (Figure 2C) and expression of p53 pathway modulator genes (Supplementary Figure S1). Remarkably, NMN treatment restores all these genes to basal levels. These results are consistent with previous data indicating that acute Doxo-induced cardiac dysfunction, cardiomyocyte apoptosis and cardiac mass reduction occur via a p53-dependent pathway [75] and with studies showing that NR and niacinamide affect p53-regulated cellular responses [74,76]. Mechanistically, NMN could act directly on p53. Indeed, it has been shown that NAD+ was able to bind to p53 tetramers and alter p53 DNA binding specificity thereby modulating the activation of a subset of p53 transcriptional targets [76]. Furthermore, by boosting NAD+ in heart cells, NMN could also promote de-acetylation of p53 via the NAD+/SIRT1 signaling pathway [74]. Collectively, these data indicate that Doxo-induced acute cardiac dysfunction and cardiomyocyte apoptosis may occur via p53-dependent pathways, which can be dampened by NMN administration.

In our chronic study, Doxo treatment reduced the survival rate by 30% and induced a severe decrease in body weight 60 days after the first Doxo injection (Figure 3A,B). The rapid loss of adipose mass induced by Doxo has been previously ascribed to an increase in lipolysis [77] and a concomitant decrease in adipogenesis and lipogenesis [78]. Despite a significant decline in heart rate, we did not detect any significant changes in EF or FS at 53 days (Figure 3E) as well as at 30 days post Doxo treatment (data not shown), suggesting that this regimen of Doxo could potentially induce more pronounced cardiac defects at a later time point or in different experimental models. Indeed, in Wistar rats, chronic injections of Doxo at cumulative doses of 12 and 15 mg/kg resulted in significant cardiac tissue damage that was significantly attenuated by NMN [68] and even totally prevented by the combination of NMN with troxerutin (vitamin P4) [24]. On the other hand, our data show that the physical capacity measured by the treadmill exhaustion and rotarod tests was significantly reduced by Doxo (Figure 5), indicating skeletal muscle weakness. Remarkably, the administration of NMN in the drinking water was able to greatly ameliorate the survival rate (Figure 3B), the body weight loss (Figure 3C) and the physical capacity (Figure 5A,B) impaired by Doxo. Moreover, we showed that the oral supplementation of NMN is efficient in enhancing the levels of NAD+ and NAD-related metabolites in the bloodstream (Figure 3D) as well as in peripheral tissue such as the heart (Figure 3F) and gastrocnemius muscle (Figure 5C and Figure S2D).

In line with previous studies, the short-term and long-term NMN supplementation has proven to increase locomotor functions and muscle strength in aged mice [79,80] as well as in healthy human subjects [81,82]. However, to the best of our knowledge, the results presented here are the first to demonstrate that the oral NMN administration preserves the exercise capacity in a context of chemotherapeutic regimen. Interestingly, a recent study has shown that the intravenous administration of another biosynthetic NAD+ precursor, NR (300 mg/kg) in Wistar rats subjected to a chronic Doxo treatment (10 mg/kg cumulative dose) has little to no effect on exercise capacity at 30- and 60 days post Doxo administration [83]. Therefore, additional studies are needed to compare different NAD+ biosynthetic precursors in the same experimental conditions and animal models in order to identify the most efficient NAD+-boosting strategy to counteract Doxo-induced side-effects.

Nevertheless, it is important to mention that compared to previous reports [24,68,74,83,84] using biosynthetic precursors, such as NMN, NR and Nicotinic acid riboside (NAR) in animal models of Doxo-induced toxicity, we demonstrated that NMN supplementation is sufficient to improve the physical capacity impaired by Doxo using a clinically relevant route of administration and a concentration (500 mg/kg/day) that is below the recently reported NOAEL (No-Observable Adverse Effect Level) for NMN in Sprague Dawley rats [37].

Mechanistically, our chronic study reveals that the oral NMN administration was able to attenuate the Doxo-induced increase in circulating proinflammatory cytokines and chemokines (Figure 4D), to enhance the cardiac expression of genes involved in mitochondrial biogenesis and oxidative metabolism (Figure 4B) and concomitantly mitigate the overexpression of genes related to DNA damage and apoptosis (Figure 4C).

At the skeletal muscle level, NMN reverted the accumulation of 4-HNE protein conjugates (Figure 5D), a biomarker of oxidative stress-induced lipid peroxidation [85]. The variety of different cellular pathways impacted by NMN is not surprising considering the pleiotropic functions that NAD+ has on energy metabolism as redox cofactor and on DNA repair, cellular growth and survival as substrate of enzymes such as SIRTs and poly (ADP-ribose) polymerases [15].

Lastly, Doxo administration has been proven to induce cellular senescence in mouse tissues such as heart [13] and gastrocnemius muscle [26]. Senescence is mediated via activation of either one or both p53/p21 and p16/RB (Retinoblastoma) pathways in which the up-regulation of p21 and p16 play a key role in the induction and persistence of senescence, respectively [86,87]. Interestingly, NMN administration was able to significantly reduce the expression of p21 (*Cdkn1a*) in gastrocnemius muscle (Figure 5C) as well as in heart (Figure 2B). Little is known about the role of NAD+ metabolism during cellular senescence, therefore it would be interesting to evaluate the potential effects of NMN supplementation on senescence and SASP (senescence-associated secretory phenotype).

## 5. Conclusions

In summary, we demonstrated that NMN reverses the Doxo-induced mortality and cardiotoxicity by implementing two regimens of Doxo, acute and chronic. Moreover, we showed for the first time that the oral NMN administration prevents the impairment in physical capacity that along with the onset of cardiac dysfunctions are the most common side-effects provoked by chemotherapy.

At the molecular level, NMN protects from the Doxo-induced transcriptomic alterations in pathways related to mitochondrial functions, apoptosis, oxidative stress and inflammation in heart tissue. In particular, we observed that the cellular pathways mediated by p53, which is a master regulator of cellular response to insults, cell cycle arrest, senescence and apoptosis, are conserved from Doxo-driven hyper activation in the heart. In conclusion, given its positive toxicology and safety profile, NMN might represent a promising prophylactic strategy to prevent deleterious toxic side effects of chemotherapies.

## Figures and Tables

**Figure 1:**
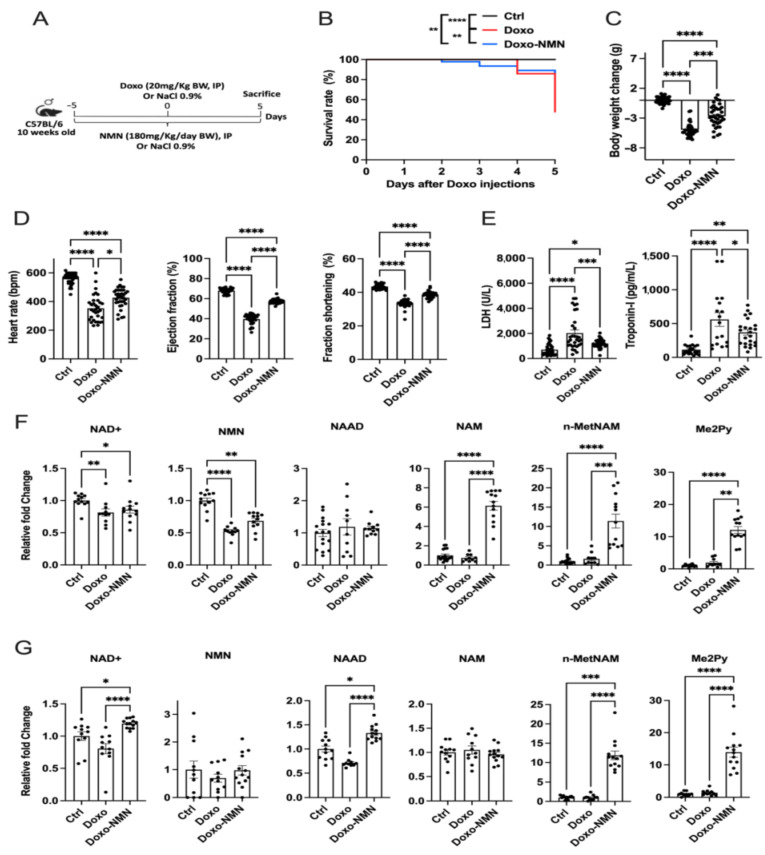
Treatment of NMN improves survival, body weight loss and cardiac function impaired by acute Doxo toxicity and affects the NAD+ metabolome in their bloodstream and heart. (**A**) Study design for the acute regime in Doxo-induced cardiotoxicity mouse model. Treatment with NMN (180 mg/kg/day, i.p.) was initiated 5 days before the Doxo injection (20 mg/kg, i.p.) and continued over 5 days. Survival rate, body weight variation and cardiac function were assessed as described in methods. (**B**) Survival curve (percentage, %) of Ctrl, Doxo and Doxo-NMN mice. Log-rank (Mantel–Cox) test. ** *p* < 0.01, **** *p* < 0.0001. (**C**) Body weight variation at the end of the treatment period. Body weight variation has been calculated as follows: Body weight at the day of sacrifice (day 5)—body weight at the day of Doxo-injection (day 0). Nonparametric Kruskal–Wallis test followed by Dunn’s post-test. *** *p* < 0.001, **** *p* < 0.0001. (**D**) Cardiac function at the end of the treatment period. Heart rate, ejection fraction and fraction shortening were assessed by echocardiography on day 5. Nonparametric Kruskal–Wallis test followed by Dunn’s post-test. * *p* < 0.05, **** *p* < 0.0001. (**E**) LDH and troponin–-I levels at the end of the treatment period. One-way Anova followed by Tukey’s post-test. * *p* < 0.05, ** *p* < 0.01 *** *p* < 0.001, **** *p* < 0.0001. (**F**) Levels of NAD+, NMN, NAAD, NAM, n-MetNAM and Me2Py (relative to Ctrl group) in blood on day 5. Nonparametric Kruskal–Wallis test followed by Dunn’s post-test were used for NAD+, NMN, NAM, n-MetNAM and Me2Py and One-way Anova followed by Tukey’s post-test were used for NAAD. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. (**G**) Levels of NAD+, NMN, NAAD, NAM, n-MetNAM and Me2Py (relative to Ctrl group) in heart on day 5. Nonparametric Kruskal–Wallis test followed by Dunn’s post-test were used for NAD+, NAAD and n-MetNAM and One-way Anova followed by Tukey’s post-test were used for NMN, NAM and Me2Py. * *p* < 0.05, *** *p* < 0.001, **** *p* < 0.0001. Data are shown as means ± the standard error.

**Figure 2:**
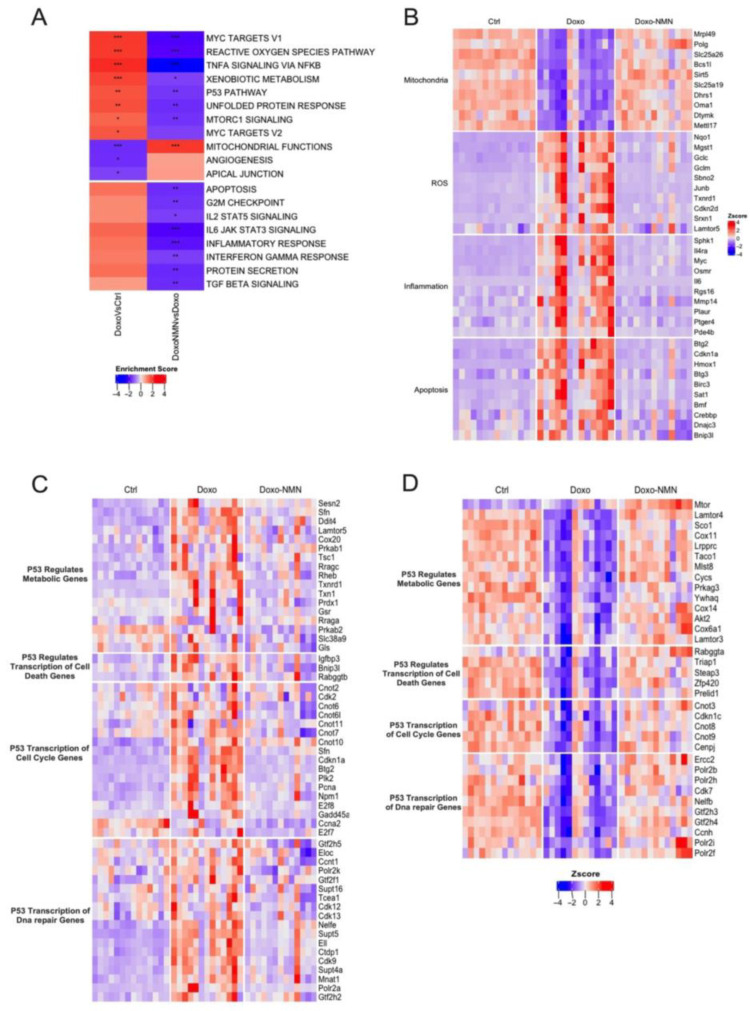
Treatment of NMN prevents the cardiac transcriptional changes induced by the acute Doxo treatment. (**A**) Heatmap of canonical pathways enriched in hearts. Normalized enrichment score reflects the up- (Enrichment score > 0; red colors) and down- (Enrichment score < 0, blue colors) expressed pathways. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001. (**B**–**D**) Heatmap of gene expression related to apoptosis, inflammation, mitochondria, Ros (**B**), p53 signaling (up-regulated (**C**) or down-regulated (**D**) by Doxo vs. Ctrl). Red colors indicate Z score > 0 (up-regulation) and blue colors indicate Z score < 0 (down-regulation). Genes in panel B were selected from the corresponding Hallmark terms and genes in panels C and D were selected from the corresponding Reactome terms.

**Figure 3:**
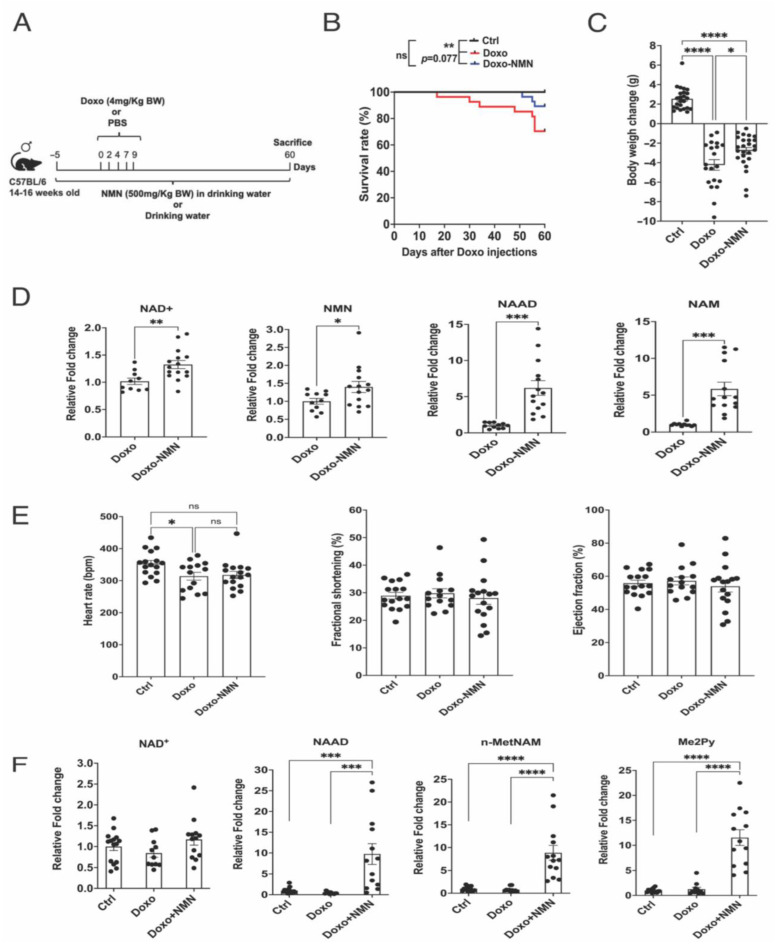
Orally administered NMN is bioavailable and improves survival and body weight loss impaired by a chronic Doxo regime. (**A**) Study design for the chronic regimen in Doxo-induced cardiotoxicity mouse model. Preventive treatment with NMN (500 mg/kg/day, po) was initiated 5 days before five injections of Doxo (4 mg/kg/day, i.p., cumulative 20 mg/kg) and continued over 60 days. (**B**) Survival curve (percentage, %) of ctrl, Doxo and Doxo-NMN mice. Log-rank (Mantel–Cox) test. ** *p* < 0.01, ns = not significant. (**C**) Body weight change (grams, g) at the end of the treatment period. Body weight change has been calculated as follows: Body weight at the day of sacrifice (day 60)—body weight at the day of Doxo-injection (day 0). One-way Anova followed by Tukey’s post-test. * *p* < 0.05, **** *p* < 0.0001. (**D**) Levels of NAD+, NMN, NAAD and NAM (relative to Doxo group) in blood measured by LC-MS/MS. One-way Anova followed by Tukey’s post-test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. (**E**) Heart rate, ejection fraction and fraction shortening were assessed by 2D-echocardiography on day 53 after the first Doxo injection. One-way Anova followed by Tukey’s post-test. * *p* < 0.05, ns = not significant. (**F**) Levels of NAD+, NAAD, n-MetNAM and Me2Py (relative to Ctrl group) in heart tissue measured by LC-MS/MS. One-way Anova followed by Tukey’s post-test. *** *p* < 0.001, **** *p* < 0.0001. Data are shown as means ± the standard error.

**Figure 4:**
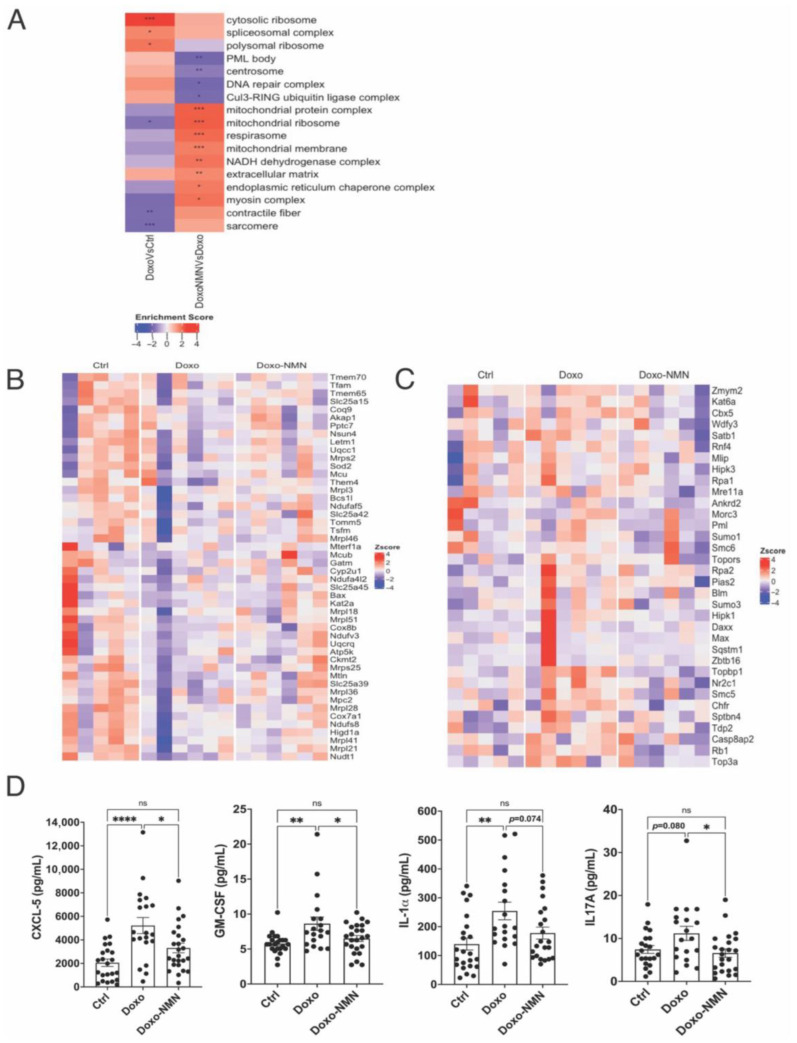
Transcriptomic signature of hearts and plasma cytokines and chemokines analysis in the chronic Doxo treatment. (**A**) Heatmap of enriched GO terms in hearts. Normalized enrichment score reflects the up- (Enrichment score > 0) and down- (Enrichment score < 0) adjusted *p*-values are shown superimposed on the color gradient * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001. Heatmap of genes related to mitochondrial functions (**B**) and PML-NB (promyelocytic leukemia- nuclear bodies). (**C**) in hearts. Red colors indicate Z-score > 0 (up-regulation); blue colors indicate Z-score < 0 (down-regulation); white color indicates Z-score = 0 (no difference). For all data n = 5–6 for each group. (**D**) Plasma levels (picograms, pg; milliliter, mL) of C-X-C motif chemokine 5 (CXCL5), Granulocyte-macrophage colony-stimulating factor (GM-CSF), Interleukin-1α (IL-1α) and Interleukin 17A (IL17A) quantified by Mouse Cytokine/Chemokine Array 18-plex assay at 59 days after the first Doxo injection. One-way Anova followed by Tukey’s post-test. * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001, ns = not significant. Data are shown as means ± the standard error.

**Figure 5:**
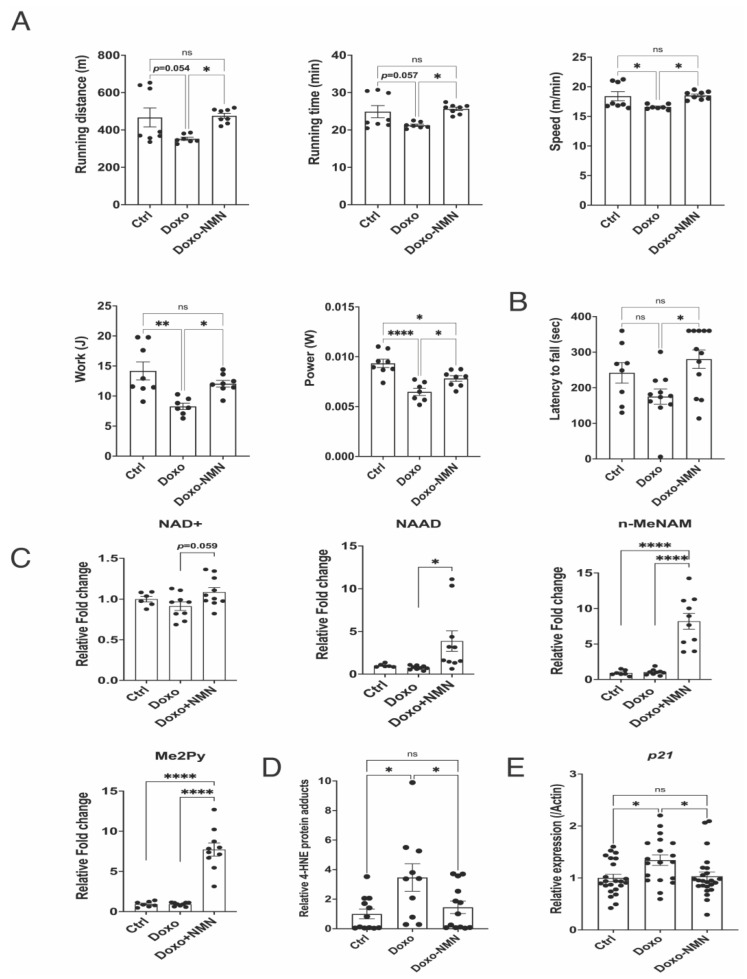
Oral NMN administration increases NAD+ metabolism in skeletal muscle and prevents Dox-induced physical impairment. (**A**) Uphill treadmill exhaustion test performed at 45 days after the first Doxo injection. Graphs show running distance (meters, m), running time (minutes, min), maximal speed (meters/minutes, m/min), work (Joule, J) and Power (Watt, W). Work and Power were calculated as described in Methods. One-way Anova followed by Tukey’s post-test. * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001, ns = not significant. (**B**) Rotarod test performed 45 days after the first Doxo injection. Graph shows the latency to fall from a motorized rotarod device (seconds, sec). One-way Anova followed by Tukey’s post-test. * *p* < 0.05, ns = not significant. (**C**) Levels of NAD+, NAAD, n-MetNAM and Me2Py (relative to Ctrl group) in gastrocnemius tissue measured by LC-MS/MS. One-way Anova followed by Tukey’s post-test. * *p* < 0.05, **** *p* < 0.0001. (**D**) Levels of 4-HNE protein adducts (relative to Ctrl group) in gastrocnemius tissue. One-way Anova followed by Tukey’s post-test. * *p* < 0.05, ns = not significant. (**E**) P21 levels in gastrocnemius muscle. mRNA levels were quantified by RT-qPCR and normalized to actin mRNA levels. The average value of Ctrl was set at 1. One-way Anova followed by Tukey’s post-test. * *p* < 0.05, ns = not significant. Data are shown as means ± the standard error.

## Data Availability

RNA-seq data were deposit in GEO database (reference number: GSE221003).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12010108/s1, Table S1 (cardiac function in acute toxicity study): The effect of NMN treatment on cardiac dysfunction induced by acute toxicity of Doxo; Figure S1: Effect of NMN treatment on regulation of p53 activity in the acute Doxo study; Figure S2: The effects of NMN administration on Doxo-induced body weight decrease and NAD-related metabolites in heart and gastrocnemius muscle tissue.

How the deposited data were processed for this re-analysis (not part of the article)

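Heart RNA of male C57BL/6 mice was sequenced in an acute study (14 Ctrl, 13 Doxo and 13 Doxo-NMN hearts) and in a chronic study (5 Ctrl, 6 Doxo and 6 Doxo-NMN hearts). The authors selected poly(A) RNA, sequenced it, mapped the reads to the mouse genome mm10 with STAR and counted them per gene with featureCounts. The deposited values are the authors' counts per gene, whole numbers without normalization or filtering, for 25416 genes in the acute table and 54658 genes in the chronic table. Every heart was assigned to its group and replicate number by its label, and all 57 hearts were used. Blood and other assays of the paper were not analysed here.
Total counts per heart ranged from 32409622 to 52102850 in the acute and from 17769886 to 23862287 in the chronic study. The smallest detectable value was set at 3 counts, which is 0.0576 to 0.0926 CPM in acute and 0.126 to 0.169 CPM in chronic hearts relative to the total counts before normalization. Between 15921 and 17877 genes were detected per acute heart and between 20504 and 22950 per chronic heart. Gene positions and identifiers come from the GENCODE mouse annotation of GRCm38.
Genes were tested in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr by group, library sizes were normalized with TMM, and the 3 groups of a study were fitted together with the quasi-likelihood F-test. The comparisons were Doxo vs. Ctrl, Doxo-NMN vs. Doxo and Doxo-NMN vs. Ctrl. P-values were adjusted by the Benjamini-Hochberg method. Genes were called at an adjusted p-value under 0.05, and in the acute study also at a fold change of at least 1.5. The paper's text names the edgeR test, TMM and these thresholds, but no low-count filter. The effects of Doxo in the acute and chronic studies were compared with an edgeR interaction test on the counts of the Ctrl and Doxo hearts of both studies.
Gene sets were scored per heart as the mean log2 CPM (prior count 2) of their tested genes. Group differences in these scores were tested with two-sided permutation tests, exact where a group had fewer than 10 hearts and otherwise with 100000 resamples, and adjusted over 36 sets per comparison. The sets were the panels of Figures 2B to 2D, 4B and 4C, gene families and marker lists. The panels were selected by the paper from these same hearts. Reactome sets of 15 to 500 tested genes were tested with fgsea 1.28.0 on genes ranked by the signed square root of F, at a q-value under 0.02. Marker lists were also compared as summed CPM with 0.1 CPM added before the log2. Scores, marker lists and figures were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.
The alternatives tried were DESeq2 1.42.0, limma 3.58.1 with voom and sample weights, RLE factors, no low-count filter, at least 10 counts in every heart, fits of only the groups compared, robust dispersion estimates, the replicate number as a block, another fold change cutoff, other set statistics and rankings, and leaving out each heart in turn. Added after the data were examined were fits within hearts with low or high atrial marker counts (limit 100 CPM of *Myl4*), covariates for atrial and glucocorticoid-induced genes, and acute counts divided by 2. The pairing behind the replicate block comes from the replicate numbers in the sample labels.
Genes named in the text follow a rule written before the data were examined. They are drawn from the genes the paper names for heart RNA-seq in its text or in these figures, the 3 genes with the smallest adjusted p in each direction of each comparison, every gene called in the chronic comparisons if there were 12 or fewer, and genes of NAD+ metabolism. Not all of these genes are reported here. Marker genes such as *Myl4* and the clock genes were named after their values were seen.
The calculations were tested on simulated data with the same group sizes. The planted gene changes had median log2 fold changes of 0.99 and −1.00 in the acute and 1.00 and −0.99 in the chronic design. In the acute design 173 of 196 changed genes were recovered with 10 unchanged genes called, in the chronic design 159 of 193 with 5, and in the interaction 264 of 351 with 11. A planted Reactome set ranked 1 of 669. At an unadjusted p under 0.05, the score test detected a planted shift of 2 SD in 100 of 100 simulations with 13 against 14 hearts. With 6 against 5 hearts it did so in 89 of 100. Smaller shifts and adjusted p-values were not simulated, so the power for the chronic scores is not known from this. Pairs of hearts were checked for repeated libraries, and none was found, with a lowest chi-square per gene of 10.4 in the acute and 5.49 in the chronic study. Hallmark and GO sets and the gene lists of the supplementary figures were not used here.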

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

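The tests of platelet, B lymphocyte, clock and neutrophil markers, of red blood cell genes without Doxo replicate 6, of Doxo replicate 2 against mislabelling, of genomic DNA and of library size were chosen only after the result was seen; the tests of other groupings of the hearts, of shared sequence and of the further glucocorticoid-induced genes were not.
In the chronic study, 10 of 57 checks of a group for a heart far from the others were past the 95% critical value of Dixon's ratio, where chance gives 5%. Of these, 5 concern the heart of Doxo replicate 2. Its gap to the next heart, as a share of the range of its group, was 0.678 for the score of the Fig. 4B genes, 0.891 for that of the Fig. 4C genes, 0.763 for the glucocorticoid-induced genes, 0.766 for the red blood cell genes and 0.677 for *Cdkn1a*. The other ratios were 0.791 for the fasting-induced genes and 0.727 for *Tgfb2* in Ctrl replicate 1, 0.675 for *Capn3* in Doxo-NMN replicate 1, 0.675 for *Gm21738* in Doxo replicate 5 and 0.715 for *Slc30a3* in Doxo-NMN replicate 6. Doxo replicate 2 lies at 1.01 between the Ctrl (0) and the other Doxo hearts (1) in the repeat-derived gene models, which goes against a mislabelled Ctrl heart. A second list of glucocorticoid-induced genes was 2.29 higher (log2) in it than in the mean of the other Doxo hearts, so a glucocorticoid response of a sick animal may lie behind its distance. No other technical explanation was tested.
The effect of Doxo differed between the acute and the chronic study in 2887 of 14965 genes (edgeR's interaction test, adjusted p-value under 0.05), and for 2802 of them it was larger in the acute study. Of 50 splits that exchanged Doxo and Ctrl labels between hearts of the same replicate number, 1 gave as many, the actual one, and the others gave at most 38. Such splits remove the Doxo effect within each study, so they cannot test whether that effect was equal in the studies. The studies also differ in dose schedule, time of collection and sequencing facility, so the difference cannot be assigned to any of these.
Red blood cell marker genes, which the paper does not discuss, had a summed log2 difference of −8.52 in acute Doxo vs. Ctrl hearts (permutation p = 1e-05, the smallest possible, two-sided). The means were 1545 CPM in Ctrl, 28.2 CPM in Doxo (median 2.30) and 1.36 CPM in Doxo-NMN hearts. If the hearts held less blood, platelet markers would fall as well, but they differed by −0.31 (p = 0.198). In the chronic study, the difference in red blood cell genes was −0.51 (exact permutation p = 0.723). B lymphocyte markers differed by −1.50 in acute Doxo vs. Ctrl hearts. A candidate explanation is a loss of young blood cells and their precursors after Doxo, which has recovered by day 60, although the studies differ in dosing. NMN did not reverse this change (−1.43 in Doxo-NMN vs. Doxo, p = 0.00191). Without Doxo replicate 6, at 339 CPM, the Doxo mean was 2.27 CPM and the difference −0.87 (p = 0.00447).
Neutrophil marker genes were 3.48 higher (log2) in acute Doxo than in Ctrl hearts (permutation p = 1e-05, the smallest possible, two-sided). The means were 1.63, 40.1 and 13.3 CPM in Ctrl, Doxo and Doxo-NMN hearts, and the medians 1.41, 14.0 and 8.80 CPM. The Doxo mean is raised by its highest heart, at 271 CPM. NMN did not change these markers detectably (−0.68, p = 0.272). In the chronic study the markers were higher by 1.30 in Doxo vs. Ctrl and by 1.35 in Doxo-NMN vs. Ctrl (exact permutation p = 0.0325 and 0.00433, not adjusted). None (0) of the 36 gene set scores, neutrophil markers included, passed adjustment in these chronic comparisons. With so few hearts no single score could pass it, so this does not show that the markers were unchanged. The lowest chronic Doxo heart, at 0.525 CPM, was below the highest Ctrl heart, at 0.871 CPM, and the lowest Doxo-NMN heart, at 0.897 CPM, above it. More blood in the acute hearts would raise platelet markers too, and these differed by −0.31 (p = 0.198), which goes against that explanation. A few hearts do not account for the acute rise, since 11 of the 13 Doxo hearts were above the highest Ctrl heart.
In the chronic study, the summed counts of *Gm10800*, *Gm10801*, *Gm26870*, *Gm10722* and *Gm21738* were 4.50 higher (log2) in Doxo than in Ctrl hearts (exact permutation p = 0.00216, two-sided), with means of 1.60, 33.6 and 21.1 CPM in Ctrl, Doxo and Doxo-NMN hearts, and a difference of −0.73 in Doxo-NMN vs. Doxo (exact permutation p = 0.0152, not adjusted). In all 6 Doxo hearts the sum was at least 27.1 CPM, and in the Ctrl hearts at most 3.43 CPM. Genomic DNA in the libraries would also raise the counts of 1735 receptor genes, which were at 30.8 ± 7.43 CPM (SD, n = 5) in Ctrl and 33.3 ± 3.96 CPM (n = 6) in Doxo hearts (exact permutation p = 0.489). A trace of DNA would be lost in this spread, so the pattern cannot be told apart from that explanation. Total counts did not differ detectably (exact permutation p = 0.429). The models share 14.9% to 44.8% of their 50-base words with one another, and the model with the most sequence shares 21.1%. A response of repeat-derived transcripts to Doxo that remains at day 60 may also account for it.
Clock genes of the *Arntl* phase were lower in acute Doxo-NMN hearts than in Ctrl hearts, by −0.74 (log2; permutation p = 1e-05, the smallest possible, two-sided), and genes of the *Per* and *Dbp* phase were higher by 0.86. The difference between the phases was −1.60. The phases did not move in the same comparison. Genes of the *Per* and *Dbp* phase were already higher in Doxo vs. Ctrl hearts (0.93, p = 1e-05) and did not differ detectably in Doxo-NMN vs. Doxo (−0.07, p = 0.639), whereas those of the *Arntl* phase did not differ detectably in Doxo vs. Ctrl (0.00, p = 0.970) and were lower in Doxo-NMN vs. Doxo (−0.74, p = 1e-05). Collection at another time of day or a shifted clock could account for a part of this, and these cannot be told apart from separate effects of Doxo and NMN on the genes of each phase. Chronic Doxo-NMN vs. Ctrl hearts gave the same directions, −0.17 for the *Arntl* and 0.28 for the *Per* and *Dbp* phase (exact permutation p = 0.0303 and 0.00216, not adjusted). In chronic Doxo-NMN vs. Doxo these were −0.20 (exact p = 0.0260, not adjusted) and 0.12 (p = 0.195). Neither phase differed detectably in chronic Doxo vs. Ctrl (0.03 and 0.16). The time of the acute collection would not account for the chronic differences, but the collection time of the chronic hearts was not tested.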

How the results depend on the processing

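Apart from the alternatives said below to be added, the alternatives were chosen before the data were examined. In the acute study, the 4289, 2428 and 1012 genes called in Doxo vs. Ctrl, Doxo-NMN vs. Doxo and Doxo-NMN vs. Ctrl became 9694, 7554 and 3705 without the fold change cutoff, and the 2105 reversed genes and 3413 genes not called in Doxo-NMN vs. Ctrl became 6555 and 6551. The number in Doxo-NMN vs. Ctrl was 1698 without a low-count filter and 647 with at least 10 counts in every heart. It was 575 within hearts with low and 599 within hearts with high atrial marker counts, alternatives added after the data were examined, which also have fewer hearts. Without a low-count filter, Doxo vs. Ctrl gave 3655 genes higher and 2628 lower, against 2090 and 2199. The cause of these changes was not tested. With limma's voom and sample weights 4447, 2859 and 1186 genes were called and 2506 reversed (56.4%). Of the genes in Doxo-NMN vs. Doxo, 1603 were then higher and 1256 lower, against 1164 and 1264. With each heart left out in turn, the numbers ranged from 4052 to 4758, from 2158 to 2986 and from 842 to 1157, and the reversed genes from 1843 to 2659. Without Doxo replicate 6, 4758 genes were called and 2659 reversed (55.9%).
Hearts of the same replicate number were not more alike than others (mean correlation 0.0129 over 39 pairs in the acute and 0.0231 over 16 pairs in the chronic study). With the replicate number as a block, 4233, 2454 (1321 higher and 1133 lower) and 962 genes were called in the acute study, 2146 were reversed and 3399 were not called in Doxo-NMN vs. Ctrl. In the chronic study it gave 6 genes in Doxo vs. Ctrl and 4 in Doxo-NMN vs. Ctrl. The Reactome sets with the block numbered 154 and 120 in the acute study and 37 and 16 in the chronic study.
In the chronic study, the 9 genes called in Doxo vs. Ctrl became 26 with DESeq2, 15 without a low-count filter, 54 with limma's voom and sample weights and 0 with at least 10 counts in every heart (999 at an unadjusted p under 0.05), a filter that removes 7 of the 9 before the test for their low counts in Ctrl hearts. They ranged from 5 to 11 across the 17 fits that each left out one heart. The 6 genes of Doxo-NMN vs. Ctrl became 26 with voom and 0 with at least 10 counts. In Doxo-NMN vs. Doxo 0 genes were called under each of the alternatives run, where 441 had an unadjusted p under 0.05 in the fit reported.
Ranking by log2 fold change gave 84, 80, 15 and 6 Reactome sets in acute Doxo vs. Ctrl, acute Doxo-NMN vs. Doxo and the same chronic comparisons, against 141, 122, 32 and 14. With limma's camera test the numbers were 0, 0, 0 and 0.
Of 36 gene set scores, 21 passed in acute Doxo-NMN vs. Doxo. Within the hearts with high atrial marker counts 0 passed and 18 had an unadjusted p under 0.05 (exact permutation tests of 4 hearts against 5). The few possible splits of these hearts limit how small p can be. The panel scores there were 0.70, −1.01, −1.22 and −0.88 for mitochondria, ROS, inflammation and apoptosis of Fig. 2B, −0.27, −0.44, −0.51 and −0.35 for metabolism, cell death, cell cycle and DNA repair of Fig. 2C, and 0.47, 0.43, 0.33 and 0.27 for those of Fig. 2D. In Doxo-NMN vs. Ctrl 12 scores passed within the hearts with low atrial marker counts, against 22.
Of the genes named for the chronic study, *Zbtb16* changed sign in Doxo vs. Ctrl with a covariate for glucocorticoid-induced genes, added after the data were examined (−0.30), and ranged from −0.0853 to 1.09 with each heart left out. In Doxo-NMN vs. Doxo it was 0.24 with voom, 0.27 with the covariate and from −0.82 to 0.36 with each heart left out. *Mre11a* ranged from −0.0979 to 0.0427 in Doxo vs. Ctrl. *Smc6* was 0.0295 with voom and ranged from −0.0837 to 0.00744. Over all alternatives for single genes, leaving out hearts aside, 1606 results kept their direction and side of the threshold, 36 were weaker, 4 stronger and 4 reversed.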

Differences from the paper's values

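In the fit reported, the total numbers of called genes that the paper states for each study differed by no more than 1.5 times. The same held for the reversed genes, when counted as called in the opposite direction with NMN. Read instead as not called in Doxo-NMN vs. Ctrl, they numbered 3413 (79.6%), which differs by more. Some alternatives also differed by more. In Doxo vs. Ctrl these included 6283 acute genes without a low-count filter and 54 chronic genes with limma's voom and sample weights. The paper's numbers of genes per pathway were not compared. In the acute study, 4289 genes were called in Doxo vs. Ctrl (the paper's value is 3874), 2428 in Doxo-NMN vs. Doxo (the paper's value is 2207) and 2105 were reversed (the paper's value is 1628), which is 49.1% (the paper's value is 42%). With all counts divided by 2, an alternative chosen after seeing the values, the numbers called were 3865 and 2180, with 1888 reversed (48.8%). Without a low-count filter the reversed share was 41.4%, but 6283 genes were called in Doxo vs. Ctrl and 2602 reversed. The share of genes both reversed and not called in Doxo-NMN vs. Ctrl, a definition also chosen after seeing the values, was 41.5%.
Figures 2C and 2D show all their genes as changed by Doxo in the direction opposite to NMN. *Ccna2* was lower in Doxo vs. Ctrl (log2 fold change −0.60), *Mtor* was higher (0.19) and *Prkab2* was lower without passing the threshold (−0.16), which it passed with limma's voom and sample weights (−0.29). Of the Fig. 2B genes, the changes of *Dtymk*, *Sirt5*, *Polg*, *Lamtor5*, *Bnip3l*, *Dnajc3* and *Crebbp* in Doxo vs. Ctrl (−0.40, −0.36, −0.29, 0.28, 0.28, 0.45 and 0.41) were below the 1.5-fold cutoff here; without that cutoff they pass at an adjusted p-value under 0.05. *Il6*, shown there as raised by Doxo and lowered by NMN, was removed by the low-count filter. Without the filter it was called in Doxo vs. Ctrl (adjusted p = 3.42e-08 in edgeR's test) and in Doxo-NMN vs. Doxo (adjusted p = 1.07e-06).
The paper lists *Mre11a* and *Smc6* among the PML-NB genes that Doxo raised in the chronic study. Their log2 fold changes were −0.02 and −0.05. Among the other genes of Fig. 4C that were lower are *Zmym2*, *Ankrd2* and *Morc3* (−0.03, −0.46 and −0.04). With limma's voom and sample weights *Smc6* was at 0.0295. None of the genes of Fig. 4B and 4C passed an adjusted p-value under 0.05 in edgeR's test.
The paper reports no change of inflammatory genes in the chronic study. The Reactome set Cytokine Signaling in Immune system was lower in Doxo vs. Ctrl (NES −1.76, q = 5.28e-04), while limma's camera test did not pass it.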

Other observations

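The tests of Doxo replicate 6, of atrial groups against treatment, of even counts and of complex I were chosen only after the result was seen; the tests of other groupings, of the second atrial list, of the further glucocorticoid-induced genes and of opposite signs were not.
Group labels were exchanged between hearts of the same replicate number, so that each split parts as many same-numbered pairs as the actual grouping. Of 100 such splits of the acute hearts, 1 gave as many genes in Doxo vs. Ctrl, 1 in Doxo-NMN vs. Doxo, 1 in Doxo-NMN vs. Ctrl and 1 as many reversed genes, in each case the actual one. The others gave at most 2364, 1884, 647 and 1529. For Doxo genes not called in Doxo-NMN vs. Ctrl 35 of 100 splits gave as many, but these mix Ctrl with Doxo-NMN hearts, which by itself leaves few genes called between them, so the splits cannot tell what that number says about NMN. Of 32 splits of the chronic hearts, 1 gave as many genes in Doxo vs. Ctrl and 1 in Doxo-NMN vs. Ctrl, and all 32 gave at least the 0 of Doxo-NMN vs. Doxo (441 at an unadjusted p under 0.05, which 16 of 32 reached). For Reactome sets, 15 and 20 of 50 acute splits and 28 and 26 of 32 chronic splits gave as many in Doxo vs. Ctrl and Doxo-NMN vs. Doxo. For the interaction it was 1 of 50, in splits that remove the Doxo effect from both studies and so do not test equal effects.
The library labelled acute Doxo replicate 6 lies at −0.00953 between the Ctrl (0) and Doxo (1) groups, within the Ctrl range of −0.0380 to 0.0609. A mislabelled sample and an injection without effect predict the same position, and the data cannot tell them apart. Its red blood cell genes were the highest of the Doxo group, at 339 CPM, but below the lowest of the 14 Ctrl hearts, at 438 CPM.
Atrial marker genes were high in 17 and low in 23 acute hearts. A second list of atrial genes was 3.27 higher (log2) in the high hearts, so atrial tissue in some of the samples may be the source. A response of the ventricle to treatment would make the share of high hearts follow the groups, which it did not detectably (8 of 14, 5 of 13 and 4 of 13; Fisher's exact test, two-sided, p = 0.376). In the chronic study the first list was higher in Doxo and in Doxo-NMN than in Ctrl hearts, by 1.46 and 1.24 (exact permutation p = 0.0173 and 0.00649, not adjusted). The second list was not (−0.46, p = 0.123 and −0.37, p = 0.210). A treatment response of the first list is therefore not excluded in the chronic hearts.
Glucocorticoid-induced genes were higher in acute Doxo than in Ctrl hearts (summed log2 difference 1.64) and lower with NMN (−0.95). A further list of such genes differed by −0.39 in Doxo-NMN vs. Doxo (permutation p = 0.0471, two-sided). A glucocorticoid response of sick animals, less marked with NMN, may therefore account for part of the genes that NMN reversed. How large that part is was not tested.
In the acute table 73.6% of the counts from 1 to 20 were even in the median heart (range 70.9% to 78.6%), against 40.3% in the chronic table (39.0% to 41.9%). Counting both reads of each pair is a candidate explanation, although the paper describes single-end reads. The acute counts would then overstate the depth; with the counts divided by 2, 3865 genes were called in Doxo vs. Ctrl.
The mitochondrial genes of Fig. 2B were lower by 0.75 in acute Doxo hearts, whereas complex I genes differed by −0.12 (p = 0.115), ATP synthase genes by −0.05 (p = 0.494) and the genes of mitochondrial DNA by 0.04. Genes of the mitochondrial ribosome were lower by 0.23 (p = 7.30e-04) and those of the Slc25a carriers by 0.10 (p = 0.00628). Fewer mitochondria as a whole would lower all of these families, so a loss of the size seen in the Fig. 2B genes, which were chosen for being lower, is unlikely; a smaller loss is not excluded.
In the chronic study, 90.4% of the other genes with an unadjusted p under 0.05 in Doxo vs. Ctrl (1056 of 1168) had the opposite sign in Doxo-NMN vs. Doxo, as had 69.6% of all tested genes. The opposite direction of the Fig. 4B and 4C genes with NMN may thus come in part from the Doxo hearts that the comparisons share. The selection of these genes by the paper from the same hearts may add to it. Neither can be told apart from an effect of NMN.
Of the genes of NAD+ metabolism in the acute study, *Nmrk2* rose with Doxo (log2 fold change 1.94) and fell with NMN (−0.88), and *Nampt* did likewise (0.94 and −0.42). Collagen genes fell with Doxo (score difference −1.14) and rose with NMN (0.55, p = 0.00487).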
